# The immune checkpoint molecule B7-H4 regulates β-cell mass and insulin secretion by modulating cholesterol metabolism through Stat5 signalling

**DOI:** 10.1016/j.molmet.2024.102069

**Published:** 2024-11-19

**Authors:** Fangzhen Xia, Ziteng Zhang, Zhen Qian, Xiaoyu Fang, Junxue Wang, Yan Wang, Guoting Sun, Yuefeng Yu, Ninjian Wang, Junke Zhen, Yan Liu, Yingli Lu

**Keywords:** B7-H4, Insulin secretion, Cholesterol metabolism, Apof, Type 2 diabetes

## Abstract

**Objective:**

B7-H4 (B7S1, B7x, VTCN1) is an important immune checkpoint molecule that maintains immune homeostasis and is also expressed in pancreatic β cells. The polymorphism of B7-H4 influences the prevalence of Type 2 diabetes (T2D), suggesting a potential role of B7-H4 in the physiological function of pancreatic β cells and the pathogenesis of T2D.

**Methods:**

β-cell-specific B7-H4 knockout mice (B7-H4 cKO mice) and their wild-type littermates were used to investigate the *in vivo* effects of B7-H4 on pancreatic β-cell morphology and function. AAV2/8-ins2-B7H4 and a control virus were infused via the pancreatic intraduct into high-fat diet (HFD)-treated mice to elucidate the therapeutic effect of B7-H4. RNA sequencing was conducted on primary islets. A Luminex assay was used to quantify cytokine changes in B7-H4 cKO mice. Electron microscopy imaging was used to observe insulin secretory vesicles in pancreatic β cells.

**Results:**

Lesion of B7-H4 in β cells results in glucose intolerance due to reduced β-cell mass and deficient insulin secretion, whereas overexpression of B7-H4 in β cells ameliorates glucose intolerance in HFD-fed mice. Mechanistically, B7-H4 deficiency activates signal transducer and activator of transcription 5 (Stat5) signalling, which inhibits the expression of apolipoprotein F (Apof), leading to reduced cholesterol efflux and accumulated cholesterol in β cells, thereby impairing insulin processing and secretion. Overexpression of Apof in β cells or intraperitoneal injection of a Stat5 inhibitor reverses the metabolic phenotype and insulin secretion deficiency in B7-H4 cKO mice.

**Conclusion:**

Our study demonstrated that B7-H4 plays an important role in regulating β-cell mass and insulin secretion, which may shed new light on the development of novel strategies for T2D treatment.

## Highlights

• The expression of B7-H4 was evaluated in β cells from HFD-induced obese and genetically modified T2D mice.
• Lesions of B7-H4 in β cells result in glucose intolerance due to a reduced β-cell mass and deficient insulin secretion.
• B7-H4 regulates insulin secretion by modulating cholesterol metabolism through Stat5 signaling-regulated Apof expression.
• B7-H4 is an important linker for β cells to maintain islet immune homeostasis and their normal functions.

## 1 Introduction

Type 2 diabetes (T2D) accounts for approximately 90% of the 537 million diabetes cases worldwide and has become one of the most serious public health problems, with increasing morbidity and mortality [1]. Islet inflammation is believed to be a hallmark of diabetes and is involved in β-cell dysfunction in patients with T2D [2,3]. Infiltrated cells, molecules and cytokines in the islet microenvironment are critical for islet inflammation. Therapies targeting cytokines have yielded encouraging results [4,5], but molecular targets are still rare. To develop therapies that target the fundamental pathological processes of T2D, new molecular targets and therapeutic strategies are needed.

Immune checkpoint molecules play important roles in regulating immune responses to maintain immune homeostasis. Some immune checkpoint molecules are also expressed in human islet β cells and play metabolic roles in regulating insulin secretion [[6], [7], [8], [9]]. Moreover, anticancer therapies that block certain immune checkpoint molecules can lead to immune checkpoint inhibitor-associated diabetes (ICI-DM), which goes beyond autoimmune insulin-dependent diabetes [10,11]. Moreover, glucolipotoxicity initiates β-cell death through certain immune checkpoint pathways [12]. These studies suggest that immune checkpoint molecules may play important roles in the physiological function of pancreatic β cells and even in the pathogenesis of T2D. We previously explored the differentially expressed immune checkpoint genes in the pancreas of T2D patients and healthy controls and identified six immune checkpoint genes, including CD44, CD47, SIRPA, HAVCR2, TNFSF9, and VTCN1 [13], that might link islet inflammation and β-cell dysfunction in the pathological processes of T2D.

B7-H4 (B7x, B7S1 and VTCN1), the protein encoded by the VTCN1 gene, is a member of the B7 family of proteins expressed on the surfaces of antigen-presenting cells (APCs) and negatively regulates the activities of T cells [14,15]. B7-H4 is also highly expressed in numerous tumour tissues and is positively correlated with tumour growth and metastasis due to evasion of immune surveillance [16]. Studies from our laboratory and many other groups have shown that B7-H4 has a direct effect on tumorigenesis by regulating the cellar behaviour of tumour cells [17,18]. B7-H4 has been reported to contribute to maternal–foetal immune tolerance [19]. It is also important for immune homeostasis in pancreatic islets. The reduction in B7-H4 expression on APCs leads to the loss of peripheral protection in pancreatic islets and is associated with the development of autoimmune diabetes, whereas early treatment of NOD mice with B7-H4 reduces the incidence of autoimmune diabetes [[20], [21], [22], [23], [24]]. Because B7-H4 is also expressed in pancreatic islet cells and colocalizes with insulin [25], B7-H4 may play a physiological role in the function of β cells. Moreover, the polymorphism of B7-H4 influences the prevalence of T2D [26], suggesting that B7-H4 may play important roles in the pathogenesis of T2D.

The production and secretion of insulin is an important function of pancreatic β cells and involves complex processes that include the synthesis of preproinsulin, trans-Golgi network sorting of proinsulin, the formation of immature secretory vesicles, the maturation of insulin secretory vesicles, the transport of insulin secretory vesicles and the exocytosis of insulin vesicles at the plasma membrane [27]. Cholesterol, an important component of the phospholipid bilayer of the cell membrane, is critical for the maintenance of the β-cell membrane structure and is thus essential for glucose-stimulated insulin secretion. Alterations in the cholesterol content of β cells lead to enlarged insulin secretory vesicles and reduced glucose-stimulated insulin secretion [[28], [29], [30], [31]]. Cholesterol homeostasis is also important for immune cell functions. Apolipoprotein L, a specific and minor component of HDL, is a conserved gene family involved in innate immunity. APOL genes have recently been reported as novel regulators of islet inflammation and may contribute to β-cell damage during the development of diabetes [32]. These studies suggest that cholesterol metabolism may be linked to islet inflammation and β-cell dysfunction.

Signal transducer and activator of transcription 5 (Stat5, Stat5A and Stat5B in mice) is a member of the STAT transcription factor family. Stat5 is an essential regulator of cytokines or growth factors that induce cell survival and proliferation, as well as the crosstalk between STAT signalling and metabolism. Stat5 directly and indirectly regulates various metabolism-related processes in cancer cells and the metabolism of immune cells in the tumour microenvironment, playing crucial roles in the metabolic reprogramming of tumours [33]. Stat5 is also involved in metabolic disorders. Knockout of Stat5 in T cells ameliorates high-cholesterol and high-fat diet-induced hypercholesterolemia by influencing cholesterol metabolism in the liver [34]. Deletion of the liver-specific Stat5 gene alters the expression of bile acid metabolism genes and reduces liver damage in lithogenic diet-fed mice [35]. Studies on the role of Stat5 in β-cell functions are rare. Previous studies have indicated that Stat5 activity in β cells influences susceptibility to experimentally induced type 1 and type 2 diabetes [36], but the mechanism is still unclear.

In the present study, we demonstrated that the immune checkpoint molecule B7-H4 is an important molecular linker for β cells to maintain islet immune homeostasis and their normal functions, regulating β-cell mass and insulin processing and secretion. Specifically, knocking out B7-H4 in β cells results in glucose intolerance due to decreased β-cell mass and deficient insulin secretion, whereas overexpressing B7-H4 in β cells ameliorates glucose intolerance in HFD-fed mice. The role of B7-H4 in regulating insulin processing and secretion is attributed to cholesterol metabolism regulated by the Stat5 signalling pathway. B7-H4 decreases Stat5 signalling to upregulate the expression of Apof, followed by increased cholesterol outflow and glucose-induced insulin secretion. These findings provide new information for the development of strategies to treat T2D.

## 2 Materials and methods

### 2.1 Mice

C57BL/6J genetic background B7-H4 fl/fl mice, in which exon 2 of the Vtcn1 gene is flanked by two loxP sites, were generated by Cyagen Biosciences (Suzhou, China) with CRISPER/Cas9 system. B6.Cg-Tg(Ins2-cre)25Mgn/J, commonly called Rip-Cre mice in which Cre recombinase is under the control of the rat insulin II promoter and B6.FVB-Tg(Pdx1-cre)6Tuv/J, commonly called Pdx-Cre mice in which Cre recombinase is under the transcriptional control of the mouse Pdx1 promoter, were purchased from the Jackson Laboratory. 8-weeks old genetic type 2 diabetic models db/db mice were purchased from Shanghai laboratory animal center. Mice homozygous for the floxed B7-H4 allele (Flox) were crossed with Rip-Cre or Pdx-Cre transgenic mice to create β-cell–specific B7-H4 knockout mice (Rip-Cre; B7-H4 fl/fl; B7-H4 cKO or Pdx-Cre; B7-H4 fl/fl; PB7-H4 cKO) and their control littermates. Genotyping was identified by PCR on genomic DNA obtained from toes. Assessment of deletion efficiency were performed by quantitative PCR on cDNA obtained from islets. To avoid interference of the Cre transgene in the mouse metabolic phenotype [37], we used Cre and Flox mice as littermate controls. All animal experiments were approved by the Laboratory Animal Ethics Committee in Ninth People's Hospital Affiliated to Shanghai Jiao Tong University School of Medicine (Approval No.: SH9H-2023-A824-1), according to the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences and published by the National Institutes of Health.

The mice were housed in groups of 4–6 per cage under standard housing conditions with a temperature-controlled (22 °C ± 2 °C) animal room on a 12-hour light/dark cycle with food and water available ad libitum. Mice were fed with a normal chow diet (NCD) or high-fat diet (HFD) (60% fat, 20% protein, and 20% carbohydrate) (catalog no. D12492; Research Diets, New Brunswick, NJ).

### 2.2 Cell line culture and high glucose, palmitate and IL-1β treatment

The murine insulinoma derived MIN6 cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) (Gibco, 11965092) with 15% fetal bovine serum (Gibco, A3160801), 100 mg/mL streptomycin, 100 units/mL penicillin (Gibco, 15140-122), 10 mmol/L HEPES (Gibco, 15630-080), 1 mmol/L Sodium pyruvate (Gibco, 11360-070), and 50 μM β-Mercaptoethanol (Sigma-Aldrich, 444203) at 37 °C in 5% CO2 incubators. For high-glucose treatment, MIN6 cells were incubated in modified DMEM medium (Gibco, 11885084, contains 5.5 mM glucose) for 48h with various concentrations of glucose (low glucose: 5.5 mmol/L glucose + 19.5 mmol/L mannitol; high glucose: 25 mmol/L glucose). For palmitate and IL-1β treatment, MIN6 cells were incubated in completed DMEM medium for 48h with various concentrations of palmitate (Sigma-Aldrich, 0, 0.1, 0.2, 0.3, 0.4, 0.5 mmol/L) and recombinant mouse IL-1β (Peprotech, 0, 2, 4, 6, 8, 10 ng/mL).

### 2.3 Metabolic assays

Body weight and food intake were estimated every week from 5 weeks old to 10 weeks. For glucose tolerance tests (GTTs), mice were injected with glucose (2 g per kg of body weight for NCD-fed mice and 1 g per kg of body weight for HFD-fed mice) intraperitoneally (i.p.) after 16 h of fasting. Blood glucose levels were measured at 0,15, 30, 60, 90, and 120 min after injection from the tail vein with a glucometer monitor (Jonson), and plasma insulin levels were measured at 0, 5, 15, 30, and 60 min after injection using Highly Sensitive Mouse Insulin ELISA kit (EZassy, MS100). For insulin tolerance tests (ITTs), mice were fasted for 6 h in the morning and i.p. injected with human insulin (Novorapid, Novo Nordisk) (1unite per kg of body weight) diluted in saline solution, and measured blood glucose levels at 0, 15, 30, 60, and 90 min after injection. Blood was obtained after an overnight fast to assess the fasting glucose, insulin, glucagon, triglyceride (TG), and total cholesterol (TC). Serum TG were evaluated using Triglyceride Assay Kit (Nanjing Jiancheng, A110-1-1) and TC were measured using LabAssay Cholesterol Kit (Wako, KBR0082). Serum glucagon was evaluated using Mouse Glucogon EIL Kit (RayBio, EIAM-GLU-1).

### 2.4 Pancreatic intraductal viral infusion

To elucidate the therapeutic effect of B7-H4 on obesity associated metabolic dysfunction, 6- weeks-old Flox mice fed with 8 weeks of NCD or HFD were then injected with adeno-associated virus serotype 2/8 vector (AAV2/8)-rat insulin2 promoter (Rip)-specific B7-H4-ZSGreen (AAV2/8-ins2-B7H4) or with control virus (AAV2/8-Ctrl) (Hanbio Biotechnology Co.Ltd., Shanghai, China). To clarify the role of Apof in β cell function affected by β-cell–specific B7-H4 knockout, 6-weeks-old Flox and B7-H4 cKO mice fed with 8 weeks of HFD were injected with AAV2/8-Apof-3xFlag-eGFP or control virus (AAV2/8-eGFP) (Genomeditech, Shanghai, China).The viruses (10^12^ genome copy particles/mL) were infused at a rate of 6 μL/min by pancreatic intraductal viral infusion as described previously [38].

### 2.5 Stat5 inhibitor treatment

To ascertain whether enhanced Stat5 is involved in β cell dysfunction in B7-H4 cKO mice, 8 weeks-old B7H4 cKO mice were subsequently randomized to intraperitoneally injected with either vehicle control (VC) or pimozide, Stat5 inhibitor (Selleck, S4358, CAS: 2062-78-4, 10 mg/kg body weight daily) for 2 weeks.

### 2.6 Primary pancreatic islet isolation and culture

To isolate mouse islets, pancreata were perfused through the common bile duct with a HBSS collagenase solution (1  g/L collagenase P 33768624 and 1.5  g/L DNAse I 1014159001, Roche) and digested in the same solution in a 37 °C water bath for 25 min. After shaking for 15 s, pancreata were washed three times with HBSS supplemented with 0.5% bovine serum albumin (BSA) with centrifuge 1500*g* for 1 min. Islets were handpicked under a dissection microscope using a pipette with a 10 μL tip and pooled into a dish with DMEM (Gibco, 11885084) containing 5.5 mM glucose, 100 units/mL penicillin, 100 mg/mL streptomycin and 10% FCS. Islets were used directly for Western blot, RNA isolation or cell culture in humid environment containing 5% CO2.

### 2.7 *In vitro* glucose stimulated insulin secretion assays

For *in vitro* insulin secretion stimulation assays, 10 islets were placed in each well of the 48-well plate and cultured overnight in 300 μl complete medium and then pre-incubated for 30 min in modified Krebs-Ringer bicarbonate buffer (KRB; 115 mM NaCl, 4.7 mM KCl, 2.6 mM CaCl_2_·2(H2O), 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_·(2H_2_O), 10 mM HEPES, 0.5% bovine serum albumin, pH 7.4) containing 2.8 mM glucose. KRB was then replaced by KRB with 2.8 mM glucose and collected after 1 h to determine the basal insulin release. This was followed by 1 h incubation in KRB with 16.7 mM glucose to determine the glucose stimulated insulin release (GSIS). After supernatant collection, islet protein content was extracted with 0.18 N hydrochloride acid in 70% ethanol to measure insulin and protein concentration (10 islets in 100 μL) with Wide Filed Mouse Insulin ELISA kit (EZassy, MS300) and BCA Kit (Solarbio, PC0020) respectively.

### 2.8 Histological analysis

For islet β cell and α cell area analysis, the pancreata (divided into three parts including the head, body and tail, three sections per animal, Figure 3A) of Flox and B7H4 cKO mice were fixed overnight in 4% paraformaldehyde at 4 °C, followed by paraffin embedding. Sections were deparaffinized, re-hydrated and incubated overnight at 4 °C with primary antibody against insulin (1:200) (Abcam, Ab181547) and glucagon (1:200) (Cell Signaling Technology, 2760S), followed by detection with FITC- (1:1,000) (Abcam, Ab150077) and Cy3-conjugated secondary antibody (1:500) (Abcam, Ab6939) respectively, counterstained with DAPI and mounted with Mounting medium (Dako). Pancreas sections were analyzed using a Hamamatsu flash 4.0 camera with a 4× Nikon Objective NA 0.2 and automatically scanned using a Nikon NiE with Prior PL-200 slide loading robot. Insulin+ and glucagon + area and distribution were calculated with NIS-Elements software (Nikon). Anti-B7-H4(1:200) (Abcam, Ab108336), anti-CD31(1:400) (Abcam, Ab182981), anti-insulin, anti-glucagon and anti-F4/80 (1:400) (Abcam, Ab6640) were used for detection of islet B7-H4 expression and location, Anti-Cleaved Caspase-3(1:400) (Cell Signaling Technology, 9661) and anti-insulin were used for detection of β cell apoptosis. All images in TIFF format were analyzed in ImageJ and Imaris (Oxford instruments) after background noise reduction and contrast adjustment. Measurements such as area, integrated density, and Feret's diameter were recorded for regions exceeding the threshold. Parameters for β cells were set based on their size and shape for cell counting. Colocalization analysis was performed to study the relationship between two antigens. For quantitative analysis, regions of interest (ROIs) were selected, and the integrated density was measured. Data obtained from these measurements were exported and compiled in a spreadsheet or statistical software for further analysis.

### 2.9 Luminex assay

Serum cytokines and chemokines of Flox and B7H4 cKO mice were quantified by the high-performance Luminex 31-plex method (Bio-Rad Laboratories, lot number 64469922). Test items included cytokines (IFN-γ, IL-1β, IL-2, IL-4, IL-6, IL-10, IL-16, and TNF-α), chemokines (CCL1, CCL2, CCL3, CCL4, CCL5, CCL7, CCL11, CCL12, CCL17, CCL19, CCL20, CCL22, CCL24, CCL27, CXCL1, CXCL1, CXCL5, CXCL10, CXCL11, CXCL12, CXCL13, CXCL16 and CX3CL1).

### 2.10 RNA extraction and qRT-PCR

Total RNA was extracted using RNeasy Mini Kit (QIAGEN, 74104) and RNAiso Plus (Takara, 9108) for islets and MIN6 cells. cDNA was prepared with PrimeScript™ RT Master Mix (Takara, RR036A) according to manufacturer's instructions. Gene expression was determined with PowerUp™ SYBR™ Green and the realtime PCR system QuantStudio 6 Pro (Applied Biosystems). Data were quantified using the comparative 2-▵▵CT method using β-actin as a normalization control. The primer sequences are shown in Supplementary Table 1.

### 2.11 RNA sequencing

Total RNA was extracted from islets of Flox mice, B7H4 cKO mice and HFD-fed Flox mice, HFD-fed Flox with B7H4 overexpression mice for RNA-sequencing library construction. The RNA libraries were sequenced on the illumina NovaseqTM 6000 platform by OE Biotech, Inc., Shanghai, China. Gene expression levels are represented as fragments per kilobase per million mapped reads (FPKM). The raw sequence data have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE268688.

### 2.12 Bioinformatics analysis of the genotype tissue expression (GTEx) dataset

The data used for the analyses described in this study were obtained from GTEx Portal on October13, 2023 (https://www.gtexportal.org/home/downloads/adultgtex/bulk_tissue_expression). To study how the effect of B7-H4 at the molecular level, we analyzed RNA-seq data from 328 human pancreas samples in the GTEx portal. We compared the pancreas gene expression by establishing two groups based on the B7-H4 expression level in the pancreas (highest quartile vs lowest quartile) using the R 4.2.1.

### 2.13 Cytoplasmic and nuclear protein extraction and western blot

Pancreatic islets total proteins were extracted as previously described [39]. 800 islets from each group were used to extract cytoplasmic and nuclear protein using Cytoplasmic and Nuclear Protein Extraction Kit (Solarbio,R0050). Primary antibodies were as follows: anti-B7-H4 (1:500, R&D Systems, AF2154), anti-Apof (1:250; Abcam, ab231585), anti-Stat5 (1:1,000; Cell Signaling Technology, 94205), anti-phospho-Stat5 (Tyr694) (1:1,000; Cell Signaling Technology, 4322), anti-Lamin B1 (1:5000; Proteintech, 12987-1-AP), anti-α-Tubulin (1:5000; Proteintech, HRP-66031), anti-GAPDH (1:2,500; Proteintech, 60004-1-Ig), and anti-β-actin (1:5,000; Proteintech, 66009-1-Ig).

### 2.14 Transmission electron microscopy

Islets were fixed overnight at 4 °C in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4) and then postfixed with 2 % osmium tetroxide for 1 h. Following serial alcohol dehydration (30, 50, 70, 80, 90, and 100%), the samples were embedded in epon resin, cut into 70-nm sections, and stained with 2% uranyl acetate for examination with a Zeiss GeminiSEM 460 electron microscope. Insulin vesicles were segmented by Cellpose (Version: 2.2.3) [40]. The diameters, density and distances of insuin vesicle from the cellular membrane were quantified using Image J software (Version: 2.9.0).

### 2.15 Statistical analysis

GraphPad Prism software (version 9.0.0; GraphPad, San Diego, CA, USA) was used to obtain graph presentations, curve fittings, statistics, and *P* values. For comparison of two groups, unpaired two-tailed Student's t-test was used for parametric, or Mann-Whitney test was used for non-parametric distribution. And for more than two groups, one-way ANOVA with Bonferroni's multiple comparison was used for parametrically distributed data. A *P* value < 0.05 was considered significant. Error bars in histograms indicated the standard error of the mean (SEM).

## 3 Results

### 3.1 B7-H4 expression is evaluated in diabetic pancreatic β cells

Identification of functional immune molecules in diabetic islet cells may be critical for developing novel strategies for T2D treatment. Immune checkpoint molecules are important molecules that maintain immune homeostasis and have also been reported to play metabolic roles in human islet β cells, suggesting potential roles in islet metabolic inflammation in T2D. Previously, we screened islet transcriptomic data from patients with T2D and healthy controls and reported that six immune checkpoint genes, including CD44, CD47, SIRPA, HAVCR2, TNFSF9, and VTCN1, were highly expressed on human diabetic islet cells, although the functions and underlying mechanisms are not clear [13]. Interestingly, one of the identified candidates, B7-H4 (B7x, B7S1 and VTCN1), the protein encoded by the VTCN1 gene, which is expressed primarily on splenic lymphocytes, was also expressed on islets, as determined by Western blot analysis (sFigure 1A). Gene expression data from the GEO database, a public functional genomics data repository, revealed that patients with T2D from the dataset of GSE76894 had increased mRNA levels of B7-H4 in pancreatic islets (Figure 1A). In obese mice induced by HFD or in genetically modified mice with T2D (db/db mice), B7-H4 was abnormally highly expressed in the islets (Figure 1B, C). To identify the cell source of elevated B7-H4 in diabetic islets, we detected the coexpression of B7-H4 with β cells (insulin), α cells (glucagon), vascular endothelial cells (CD31) and macrophages (F4/80) via two-colour immunofluorescence staining and found that B7-H4 was coexpressed mainly with insulin but not with glucagon, CD31 or F4/80 (Figure 1B and sFigure 1B), indicating that B7-H4 is expressed mainly in diabetic β cells. Diabetic pancreatic β cells are in chronic inflammatory states with hyperglycaemia and hyperlipemia. To determine the factors that regulate B7-H4 expression in diabetic β cells, glucose, palmitate and IL-1β were added to MIN6 cell cultures. We observed that high glucose and IL-1β concentrations could stimulate B7-H4 expression (Figure 1D, E), whereas palmitate had no direct effect on B7-H4 expression (sFigure 1C).

**Figure 1:**
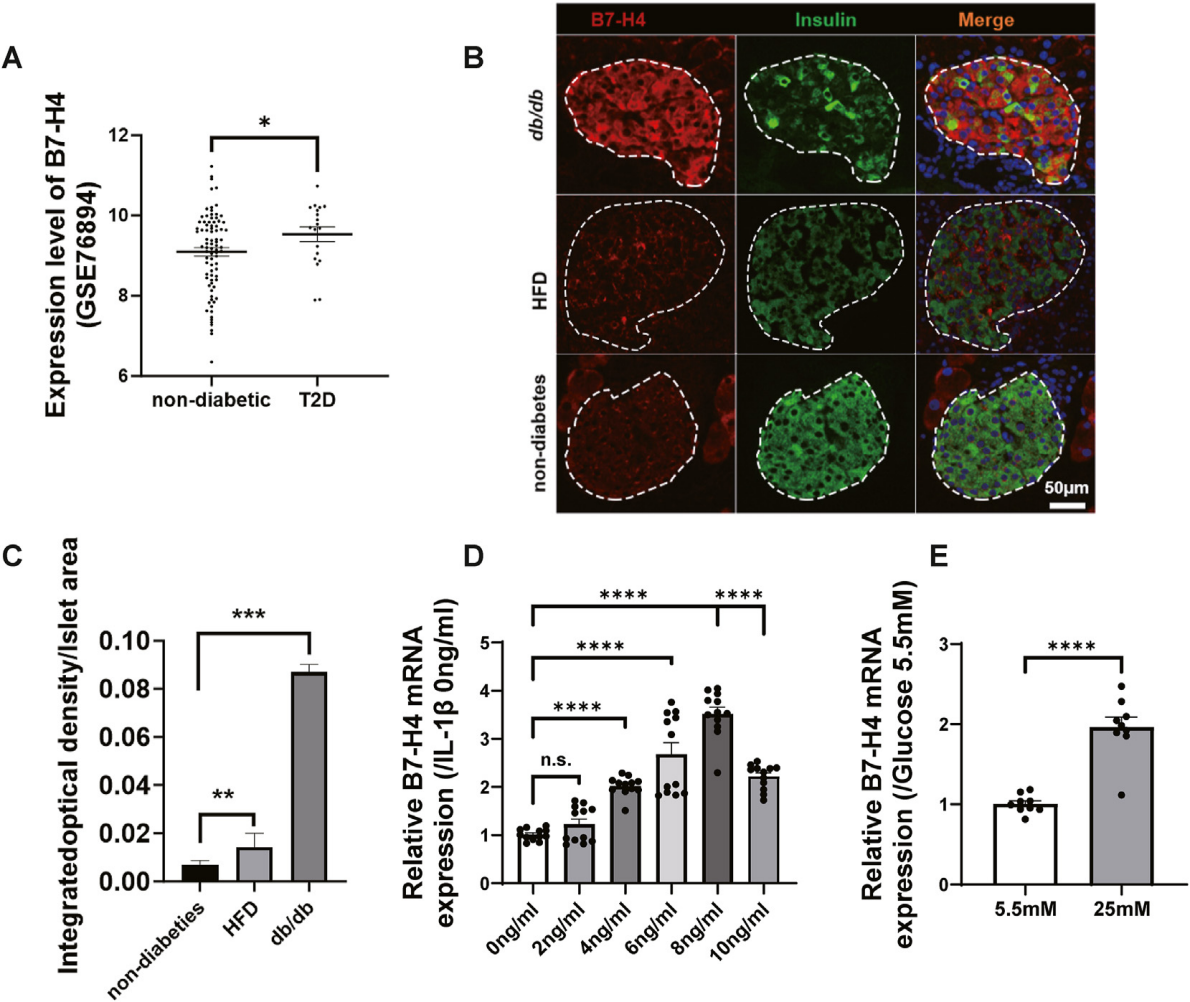
B7-H4 expression is evaluated in diabetic pancreatic β cells. (A) RNA expression of B7-H4 in pancreatic islets samples of GSE 76894 (n = 84 for non-diabetes, n = 19 for T2D). (B) Representative images of pancreatic islet immunofluorescence staining in the indicated groups. Red, B7-H4; Green, Insulin; Blue, DAPI. (C) The quantitation of B7-H4 estimated by integrated optical density/islet area in the indicated groups. non-diabetes, n = 20; HFD, n = 13; db/db, n = 15. (D) B7-H4 mRNA expression of MIN6 cell incubated in the medium with various concentrations of IL-1β for 48h. n = 12 per group. (E) B7-H4 mRNA expression of MIN6 cell incubated in the medium with various concentration of glucose for 48h. 5.5 mM, n = 9; 25 mM, n = 9. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗: P < 0.01; ∗∗∗: P < 0.001; n.s.: not significant. Mann-Whitney test was used in (A); unpaired two-tailed Student's t-test was used in (E); one-way ANOVA with Bonferroni's multiple comparison was used in (C) and (D). Three independent experiments were performed.

### 3.2 B7-H4 knockout in pancreatic β cells results in glucose intolerance and insulin secretion deficiency

To investigate the physiological function of B7-H4 in pancreatic β cells and whether it is involved in the pathological process of T2D, we generated β-cell-specific B7-H4 knockout (B7-H4 cKO) mice by crossing loxP-flanked B7-H4 fl/fl mice (the targeting strategy is shown in sFigure 2A) with Rip-Cre transgenic mice. The genotypes of all offspring were identified via PCR (sFigure 2B). mRNA quantification revealed that the B7-H4 level was 86% lower in islets from B7-H4 cKO mice than in those from Flox mice (sFigure 2C). Western blotting further confirmed a significant reduction in B7-H4 expression in islets from B7-H4 cKO mice (sFigure 2D).

We fed B7-H4 cKO and littermate homozygous Flox controls a NCD or HFD, and no differences were detected between B7-H4 cKO mice and controls in terms of body weight, food intake, serum TG, total cholesterol (TC) or fasted or random blood glucose when fed a NCD (Figure 2A; sFigure 2E–I). However, glucose tolerance tests (GTTs) revealed that, in both the NCD-fed and HFD-fed B7-H4 cKO mice, glucose disposal was impaired, and B7-H4 cKO mice presented higher blood glucose levels than the controls did at 15, 30, 60, 90, and 120 min after glucose injection (Figure 2B, C). To rule out interference of the Cre transgene in glucose disposal, we conducted GTTs in Rip-Cre, Flox and B7-H4 cKO mice at 4, 8, 12 and 16 weeks of age, respectively. Glucose tolerance in Rip-Cre mice was impaired compared with that in Flox mice but was greater than that in B7-H4 cKO mice at 4 and 8 weeks of age. As time progressed, the clearance of glucose in Rip-Cre mice improved, and the blood glucose levels were slightly higher than those in Flox mice at 15 or 30 min after glucose injection at 12 and 16 weeks of age; however, in B7-H4 cKO mice, the clearance of glucose continued to be impaired, and the blood glucose levels were markedly greater than those in Flox and Rip-Cre mice at 15, 30, 60 and 90 min after glucose injection (sFigure 3A–D), suggesting that although the Cre transgene had a slight impact on glucose tolerance in the early stage, the impaired glucose tolerance in B7-H4 cKO mice was caused mainly by the specific knockout of B7-H4 in β cells. We further verified this in Pdx-1-guided β-cell-specific knockout B7-H4 mice by crossing homozygous loxP-flanked B7-H4 fl/fl mice with Pdx-Cre mice. GTT results revealed that Pdx-1-guided β-cell-specific knockout B7-H4 mice (B7-H4 fl/fl; Pdx-Cre) also presented impaired glucose clearance (sFigure 3E).

**Figure 2:**
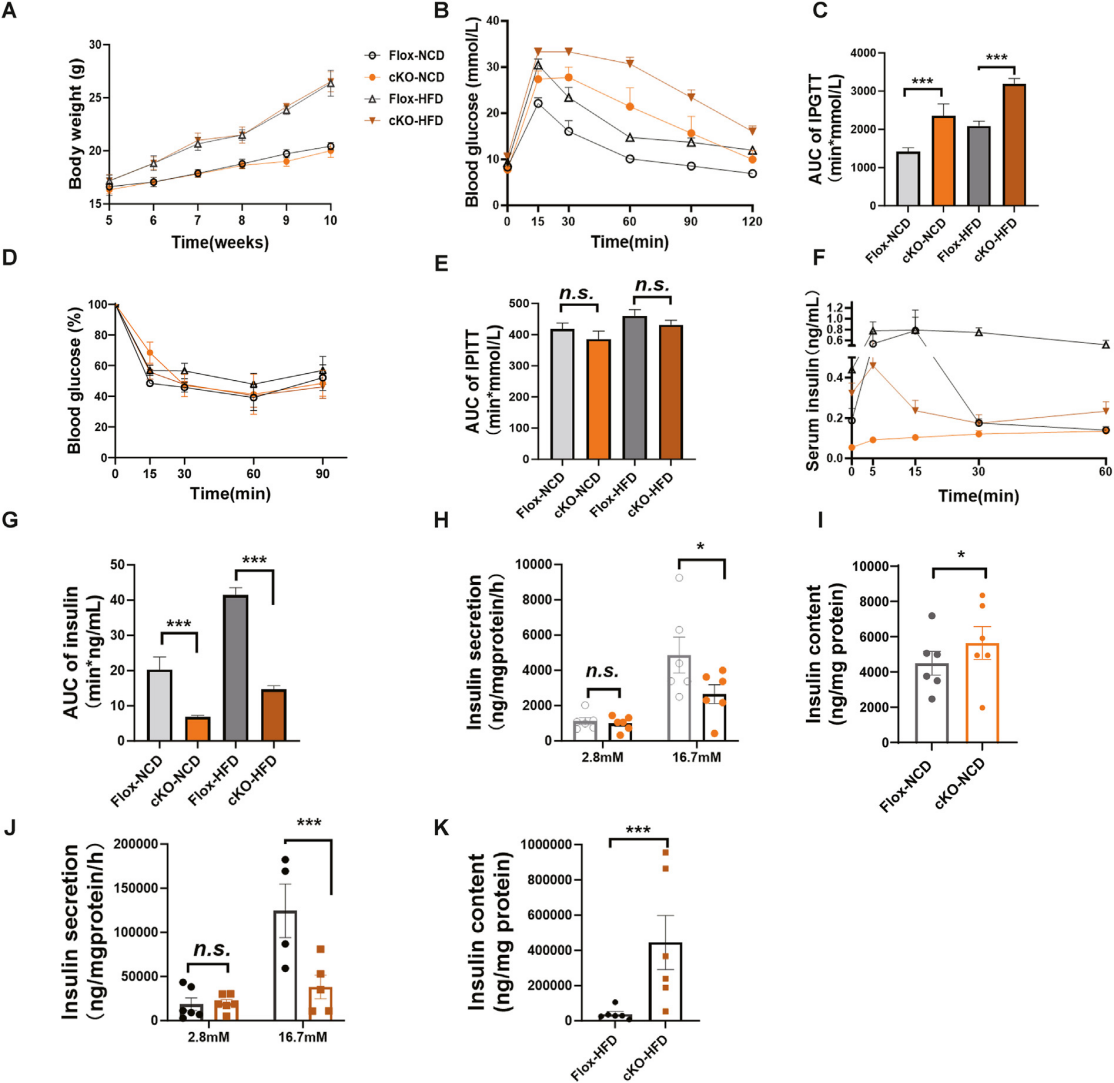
B7-H4 Knock out in pancreatic β-cells damages glucose disposal and insulin secretion. (A) Body weight of mice in the indicated groups. n = 6 per group. (B and C) GTT results of mice in the indicated groups. n = 5–8 per group. (D and E) ITT results of mice in the indicated groups. n = 6–9 per group. (F and G) In vivo GSIS results of mice in the indicated groups. n = 5–8 per group. (H and J) In vitro GSIS results in the indicated groups. (H), NCD; (J), HFD. n = 4–6 per group. (I and K) Insulin contents in the indicated groups. (I), NCD; (K), HFD. n = 6 per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗∗: P < 0.001; n.s.: not significant. Unpaired two-tailed Student's t-test was used in (A), (C), (E), (G–K). Three independent experiments were performed.

Insulin insensitivity, insulin insufficiency or elevated glucagon are the main causes of hyperglycaemia. To determine whether impaired glucose clearance in B7-H4 cKO mice is due to insulin resistance, insulin tolerance tests (ITTs) were performed in B7-H4 cKO and control mice. Both B7-H4 cKO mice and control mice exhibited normal insulin tolerance (Figure 2D, E). The concentrations of serum glucagon were comparable between these mice (sFigure 2J). Therefore, insulin insensitivity or elevated glucagon can be ruled out as a cause of hyperglycaemia upon B7-H4 knockout in β cells. To detect insulin secretion ability, glucose-induced insulin secretion (GSIS) tests were performed *in vivo*, and the results revealed that B7-H4 cKO mice had lower fasting and glucose-induced insulin release levels than did the controls in both the NCD and HFD groups and that the AUC of insulin release was significantly lower in the B7-H4 cKO mice (Figure 2F, G). In line with the *in vivo* data, the *in vitro* GSIS tests using the same number of islets isolated from B7-H4 cKO and control mice revealed lower glucose-induced insulin secretion by B7-H4 cKO islets both on a NCD (Figure 2H) and a HFD (Figure 2J). However, the insulin content was greater in islets from B7-H4 cKO mice than in those from Flox mice (Figure 2I, K). These results suggest that the inability of B7-H4 cKO mice to dispose of blood glucose is due to insulin insufficiency and secretion deficiency.

### 3.3 β-cell mass and insulin processing and secretion were impaired in B7-H4 cKO mice

The number and function of β cells determine insulin concentrations in the blood. To determine whether the attenuated insulin secretion in B7-H4 cKO mice is due to a decreased β-cell number, we examined the islet morphology of adult mice (12 weeks of age) by immunostaining. The whole pancreas was divided into three parts: the head, body and tail (Figure 3A). Notably, the number of islets decreased in both the body and tail of the pancreas in B7-H4 cKO mice, with a significant decrease, especially in the tail region (Figure 3B, C). The density of islets calculated by islet number/pancreatic area was also lower in B7-H4 cKO mice (Figure 3D), but the size of islets was slightly higher, although there was no significant difference between the two groups (Figure 3E), suggesting compensatory hyperplasia in B7-H4 cKO islets. The reduced insulin+ β-cell areas in B7-H4 cKO mice, especially in the body and tail of the pancreas, suggest that the hyperplasia of islets did not compensate for the loss of β-cell mass (Figure 3F). The lower mRNA expression of the Ins-1 and Ins-2 genes in islets from B7-H4 cKO mice further verified the impaired β-cell mass in B7-H4 cKO mice (Figure 3G, H). The mass of α cells was similar in B7-H4 cKO and control mice (Figure 3I). Cleaved caspase 3 is a marker of apoptosis. We used cleaved caspase 3 and insulin to double-stain the pancreas and showed that although the ratio of caspase 3^+^ islets was similar between the two groups, there was a striking increase in the expression levels of cleaved caspase 3 in the islets of B7-H4 cKO mice, suggesting that more apoptotic β cells were present in B7-H4 cKO islets (Figure 3J–L). The results of qPCR also revealed increased caspase 3 and Bax and decreased Bcl2 mRNA expression in islets from B7-H4 cKO mice (Figure 3M). These findings suggest that B7-H4 affects β-cell numbers by regulating their apoptosis.

**Figure 3:**
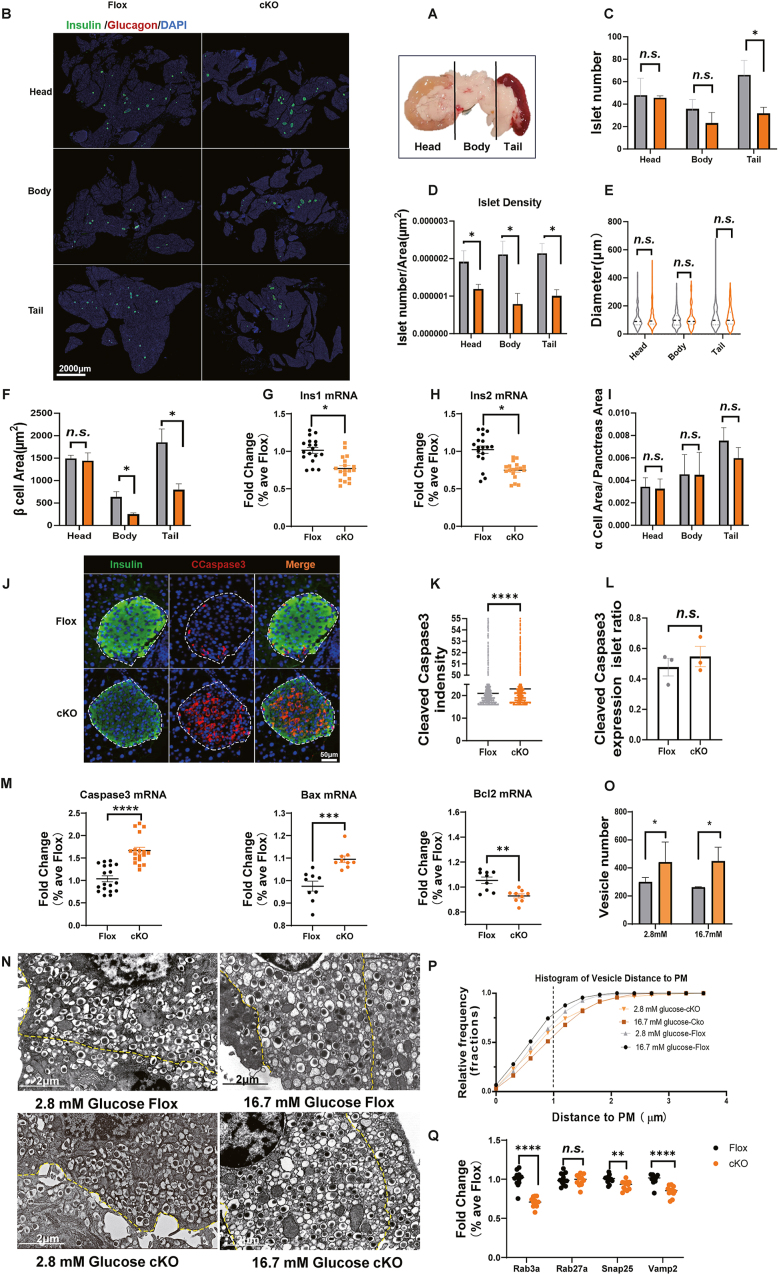
β cell mass and insulin processing and secretion were impaired in B7-H4 cKO mice. (A) Sketch map of pancreas scanning which was divided into head, body, and tail. (B) Representative images of pancreas immunofluorescence staining in the indicated groups. Green, Insulin; Red, Glucagon; Blue, DAPI. (C) Pancreatic islet number in head, body and tail of pancreas in the indicated groups. n = 3 per group. (D) The density of islet in head, body and tail of pancreas estimated by islet number/pancreas area in the indicated groups. n = 3–5 per group. (E) The size of islet in head, body and tail of pancreas in the indicated groups. n = 84–220 islets per group. (F) β cell area in head, body and tail of pancreas in the indicated groups. n = 3 per group. (G and H) mRNA expression of Ins1 and Ins2 in the indicated groups. n = 18 per group. (I) The mass of α cell estimated by α cell area/pancreas area in the indicated groups. n = 3–5 per group. (J) Representative images of pancreatic islet immunofluorescence staining in the indicated groups. Green, Insulin; red, CCaspase 3; blue, DAPI. (K) Cleaved Caspase3 intensity of islet in the indicated groups. (L) Ratio of Cleaved Caspase3 mRNA expression to pancreatic islet number. n = 3 per group. (M) Caspase 3, Bax, and Bcl mRNA expression in islets of the indicated groups. n = 9–18 per group. (N) Representative images of pancreatic islet transmission electron micrograph in the indicated groups in different concentrations of glucose. (O) Number of vesicles in β cells in the indicated groups incubated in the medium with various concentration of glucose. n = 3 per group. (P) Distance of vesicle in β cell to plasma membrane in the indicated group stimulated by various concentration of glucose. The vertical coordinate showed relative frequency of vesicle with the same distance to plasma membrane. n = 3 per group. (Q) mRNA expression of genes involved in insulin secretory granule transport and priming in islets of the indicated group. n = 12 per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗: P < 0.01; ∗∗∗: P < 0.001, ∗∗∗∗: P < 0.0001 n.s.: not significant. Unpaired two-tailed Student's t-test was used in (C)–(I), (K)–(M), (O), and (Q). Three independent experiments were performed.

B7-H4 cKO mice not only presented significant defects in the baseline value of insulin but the peak of insulin release also almost completely disappeared after glucose stimulation (Figure 2F), suggesting that the insufficient serum insulin in B7-H4 cKO mice was not only due to a decrease in β-cell mass. Indeed, the *in vitro* GSIS tests using the same number of islets from the two groups of mice revealed a noticeable reduction in insulin secretion but not insulin content in B7-H4 cKO islets (Figure 2H–K). Transmission electron microscopy revealed that even in a low-glycaemic environment, there were more vesicles in β cells from B7-H4 cKO mice than in those from control mice (Figure 3N–O). Moreover, the distance from vesicles to the plasma membrane was greater in B7-H4 cKO β cells than in control cells, and after stimulation with high glucose, the percentage of docked vesicles 0–2 μm apart from the plasma membrane strikingly decreased (Figure 3P), suggesting that B7-H4 knockout affected the exocytosis process of insulin secretory vesicles. qPCR results also revealed that the expression of genes involved in insulin secretory vesicle transport (Rab3a) and priming (Snap25, Vamp2) was significantly lower in islets from B7-H4 cKO mice (Figure 3Q).

### 3.4 Overexpression of B7-H4 in pancreatic β cells ameliorates glucose tolerance and improves insulin secretion

The metabolic disorders of B7-H4 cKO mice indicated that B7-H4 has important physiological functions in islets for the maintenance of β-cell mass and cell functions. We further investigated whether B7-H4 could be used as a therapeutic treatment for obesity-associated metabolic dysfunction. As shown in Figure 4A, B7-H4 fl/fl mice were fed a HFD for 8 weeks and then infused with AAV2/8-Ins2-B7-H4 or control virus from the pancreatic intraduct to specifically overexpress B7-H4 in β cells. As the virus carries the ZSGreen fluorescent protein, islets isolated from mice after 5 weeks of virus infusion presented strong green fluorescence (sFigure 4A), and B7-H4 mRNA and protein levels were significantly elevated in islets from mice infused with AAV8-Ins2-B7-H4 compared with those from mice infused with control virus (sFigure 4B, C). To assess the effects of excess B7-H4 on the functions of healthy β cells, we also treated healthy mice fed a NCD with the same amount of virus. Two weeks after virus infusion, HFD-fed mice exhibited marked improvement in glucose clearance. Blood glucose levels were significantly lower in HFD-fed mice with β-cell-specific B7-H4 overexpression than in HFD-fed control mice at 30, 60, and 90 min after glucose injection (Figure 4B). The AUC of the IPGTT also revealed ameliorated glucose tolerance in β-cell-specific B7-H4-overexpressing HFD-fed mice (Figure 4C). However, there was no significant effect on healthy mice fed a NCD (Figure 4B, C). After 2 more weeks, β-cell-specific B7-H4 overexpression significantly improved glucose clearance in both HFD-fed and NCD-fed mice (Figure 4D, E), and insulin secretion improved markedly. Serum insulin concentrations increased significantly in B7-H4-overexpressing mice at every time point after glucose stimulation, even during fasting (Figure 4F, G). However, there were no significant changes in insulin sensitivity detected by ITTs (sFigure 4D, E). Thus, β-cell-specific B7-H4 overexpression has robust effects on insulin secretion and glucose tolerance, indicating that B7-H4 may be an ideal molecular target for improving β-cell function.

**Figure 4:**
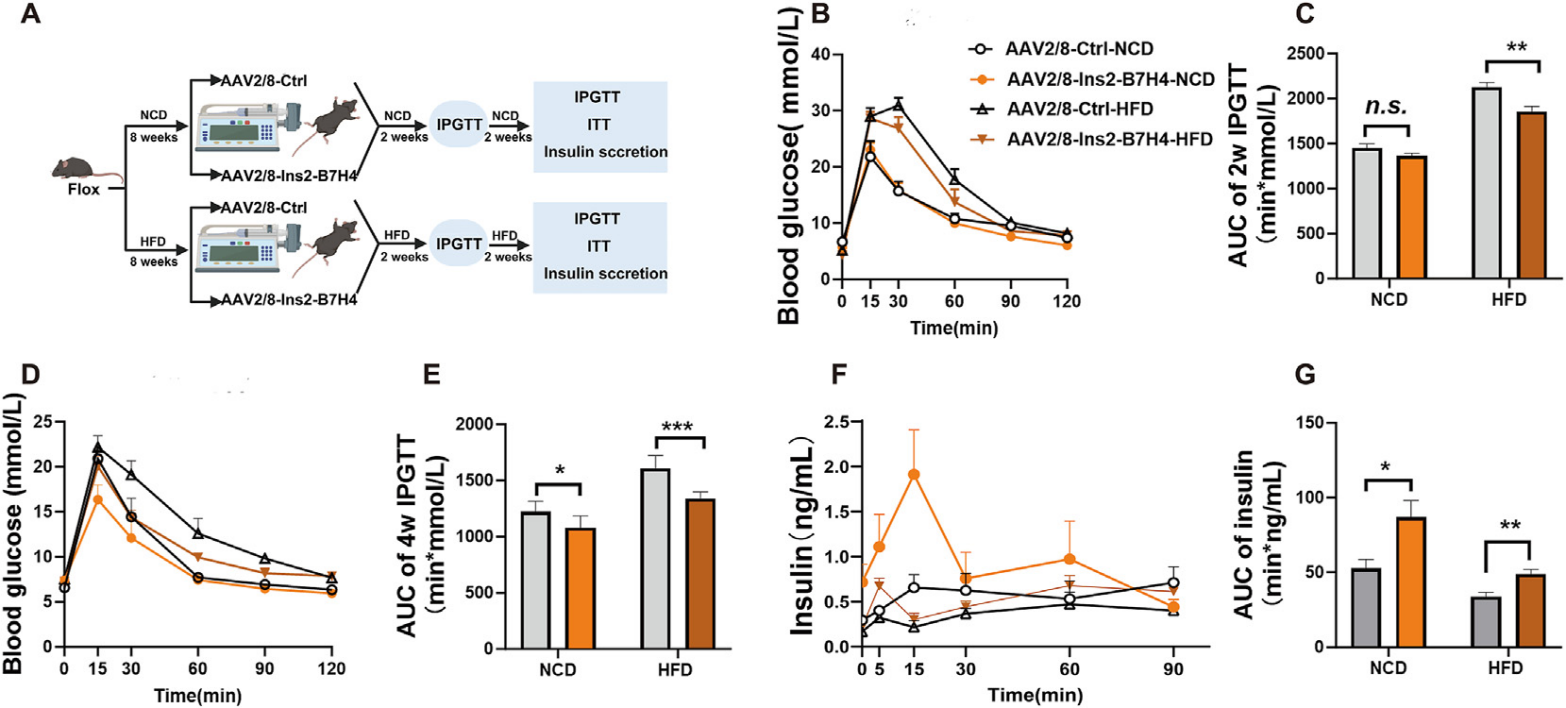
B7-H4 overexpression in pancreatic β-cells improves glucose disposal and insulin secretion. (A) Detailed treatment to B7-H4 fl/fl mice. (B and C) GTT results after 2 weeks of virus infusion in the indicated groups. n = 5–7 per group. (D and E) GTT results after 4 weeks of virus infusion in the indicated groups. n = 5–7 per group. (F and G) GSIS results after 4 weeks of virus infusion in the indicated groups. n = 5–7 per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗: P < 0.01; ∗∗∗: P < 0.001; n.s.: not significant. Unpaired two-tailed Student's t-test was used in (C), (E), and (G). Three independent experiments were performed.

### 3.5 RNA-seq of islets indicates that B7-H4 changes the expression of β-cell function and insulin secretion markers

To further explore the molecular mechanisms underlying the protective effects of B7-H4, we isolated pancreatic islets from B7-H4 cKO and Flox mice fed a NCD and from HFD-fed obese mice after 5 weeks of AAV2/8-Ins2-B7-H4 or AAV2/8-Ctrl infusion. 

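The authors deposited 16 islet RNA libraries, 4 in each of 4 groups. Flox mice carry loxP sites in the B7-H4 gene (Vtcn1), and B7-H4 cKO mice also carry a Cre recombinase under the Ins2 promoter, which deletes the floxed part of the gene in β cells. The HFD-fed mice received an adeno-associated virus with B7-H4 under the Ins2 promoter or a control virus after 8 weeks on the diet. The heatmaps of Fig. 5 and Fig. 6 name 3 libraries per group, which are Flox16, Flox20 and Flox21, cKO9, cKO12 and cKO38, AAV2/8-Ctrl2, AAV2/8-Ctrl3 and AAV2/8-Ctrl5, and AAV2/8-Ins2-B7H4-1, AAV2/8-Ins2-B7H4-2 and AAV2/8-Ins2-B7H4-3. Flox17, cKO8, AAV2/8-Ctrl1 and AAV2/8-Ins2-B7H4-4 were also deposited, and the paper's text does not say why the heatmaps leave them out. Each comparison is therefore given for the 3 libraries per group of the heatmaps and then for all 4. The control-virus and B7-H4 virus libraries are called Ctrl and OE with their number from here on.

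The deposited values are FPKM, calculated by the authors, in one table for the cKO and Flox libraries (17361 genes) and another for the OE and Ctrl libraries (17318 genes). The number of reads is not given, so the counting error of a value is unknown and no interval is given for it. The step between the lowest values of each library gave depths relative to the other libraries of the same table, which were between 0.942 and 1.07 for the Flox and cKO libraries and between 0.841 and 1.08 for the Ctrl and OE libraries. Genes with a mean of at least 0.5 FPKM over the libraries compared were tested on log2(FPKM + 0.5) with limma, with a variance trend and robust empirical Bayes, and p-values were adjusted by the Benjamini-Hochberg method. An upregulated or downregulated gene has an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds that the paper states. The 2 tables were tested separately, and all tests were two-sided.

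The libraries differed in their share of exocrine RNA. Marker genes of acinar cells, 18 in number, made up 15.5% ± 11.0 (SD, n = 3) of the summed FPKM in the Flox libraries of the heatmaps and 44.5% ± 1.59 (SD, n = 3) in the cKO libraries. Their share was 44.2% ± 37.4 (SD, n = 3) in the Ctrl libraries, from 2.14% in Ctrl5 to 73.7% in Ctrl3, and 13.0% ± 1.27 (SD, n = 3) in the OE libraries. The mean log2 value of these genes was higher in every cKO library than in every Flox library of the heatmaps (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With Flox17 and cKO8, which had acinar shares of 35.5% and 36.4%, the exact p was 0.0571, against a smallest possible p of 0.0286 with 4 libraries against 4.

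**Figure D1:**
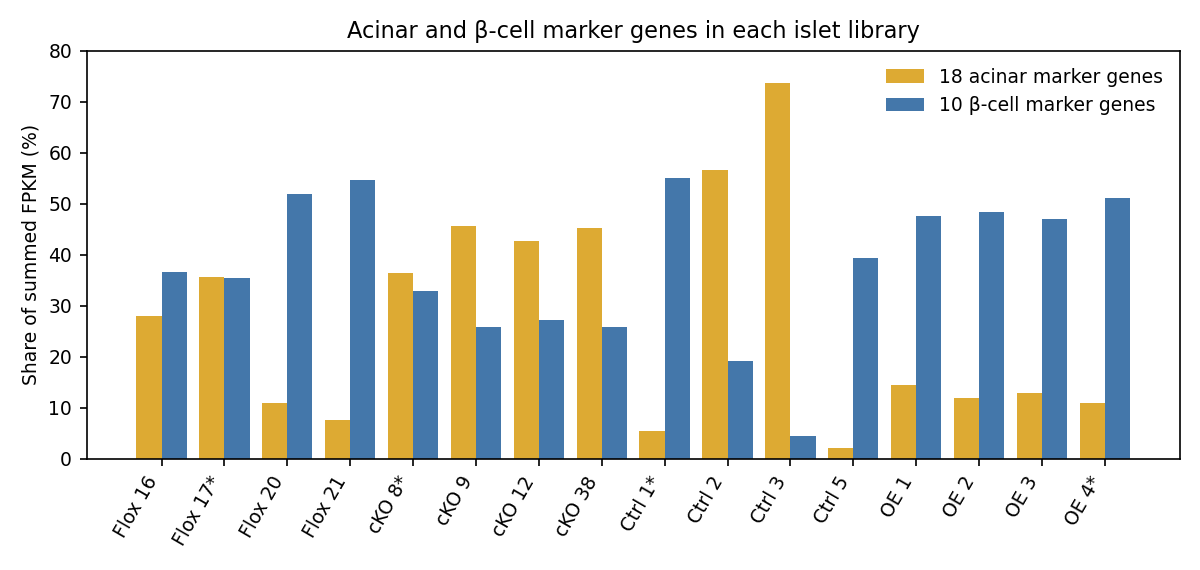
Share of the summed FPKM of each islet library (%) taken by 18 acinar marker genes and 10 β-cell marker genes. Libraries with an asterisk are not named in the paper's heatmaps. The acinar share was between 36.4% and 45.6% in the cKO libraries, between 2.14% and 73.7% in the Ctrl libraries and between 11.0% and 14.4% in the OE libraries.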

Total RNA was extracted from these islets, and unbiased transcriptomic profiling was performed. 

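Vtcn1, the gene of B7-H4, was listed at 0.0199, 0.0188 and 0.216 FPKM in Flox16, Flox20 and Flox21 and at 0.125, 0.0202 and 0.0642 FPKM in cKO9, cKO12 and cKO38. In units of the smallest step between its values these are 1, 1 and 11 steps in the Flox libraries and 6, 1 and 3 steps in the cKO libraries. Flox17 and cKO8 held 3 steps and 1 step. A difference in Vtcn1 between cKO and Flox islets was not detectable at this depth. The loxP sites flank a single exon, so reads from the other exons could also still count in a value for the whole gene. These values therefore do not test the deletion, for which the paper reports lower B7-H4 in cKO islets by quantitative PCR and Western blot. In the HFD-fed mice Vtcn1 stood at 40.0, 128 and 74.1 FPKM in OE1, OE2 and OE3, against 0.371, 0.349 and 0.284 FPKM in Ctrl2, Ctrl3 and Ctrl5. The log2 fold change was 6.45 (standard error 0.61, adjusted p = 1.22e-12 from limma). All 4 libraries per group, with 60.5 FPKM in OE4 and 0.0636 FPKM in Ctrl1, gave 6.53 (standard error 0.46, limma adjusted p = 5.48e-08). This fold change depends on the value added before the logarithm and was 5.78 with a pseudocount of 1 and 7.39 with 0.1. After a median-of-ratios scaling of the libraries it was 5.78 in the 6 libraries of the heatmaps, with an adjusted p of 0.0616.

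Among the 11794 genes tested between cKO9, cKO12 and cKO38 and Flox16, Flox20 and Flox21, 153 were upregulated and 546 were downregulated in B7-H4 cKO mice. Without the fold change threshold, 7800 genes had an adjusted p under 0.05, of which 316 were higher and 7484 lower. The values of the 2 groups did not overlap for 369 genes that were higher and 7850 that were lower, or 69.7% of the genes tested, where 3 libraries against 3 give 10% by chance. Over all 4 libraries per group they did not overlap for 156 higher and 1822 lower genes, or 16.8%, where chance gives 2.86%. With Flox17 and cKO8 added, 40 genes were upregulated and 115 downregulated among 11804 tested, and 151 of these 155 genes were also called with 3 libraries per group. Leaving out Flox21 reduced the number of genes called from 699 to 367, and leaving out Flox16 raised it to 1616. Flox16 held almost no RNA of Y-linked genes (mean log2 value -0.97, against 2.29 to 2.96 in the other Flox libraries). A mislabelled sample remains open for Flox16, as the closing section describes. The median log2 fold change of all genes tested was -0.51 with 3 libraries per group and -0.34 with 4. The alternative that moved the balance of these counts most was a median-of-ratios scaling, which brings that median to -0.01 and gave 209 upregulated and 21 downregulated genes, so that 90.9% of the calls were upregulated genes, against 21.9% without it.

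Between OE1, OE2 and OE3 and Ctrl2, Ctrl3 and Ctrl5, 4 of 12077 genes were upregulated by B7-H4 overexpression and 0 were downregulated. At an unadjusted p under 0.05 and the same fold change, 1378 genes were higher and 109 lower, with a median log2 fold change of 0.66 over all genes tested. The same 4 genes were called with all 4 libraries per group, among 12132 tested, where 560 genes were higher and 53 lower at an unadjusted p under 0.05. A single library, Ctrl5, decided this count: without it 7168 genes were upregulated and 279 downregulated, and without any other 1 of the 6 libraries 2 genes were called. The Ctrl libraries left in the fit without Ctrl5 are Ctrl2 and Ctrl3, with acinar shares of 56.6% and 73.7%. The counts of that fit therefore do not separate B7-H4 overexpression from the difference in acinar RNA.

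**Figure D2:**
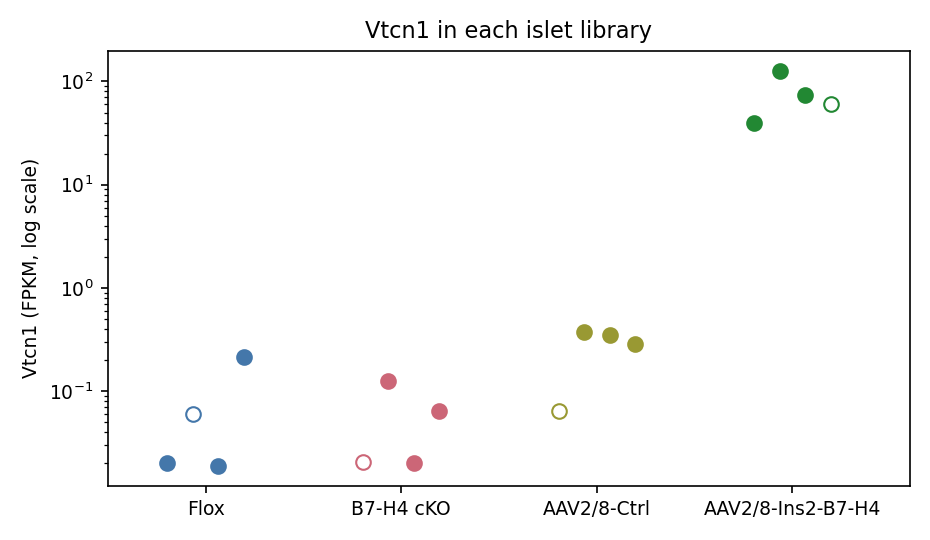
FPKM of Vtcn1 in each of the 16 islet libraries, on a log axis. Filled points are the libraries named in the paper's heatmaps and open points are the other libraries. The 4 OE libraries lie between 40.0 and 128 FPKM, and the other libraries lie between 0.0188 and 0.371 FPKM.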

Differential expression analysis with an absolute log2-fold change (FC) over 1 and a q value below 0.05 revealed 202 upregulated and 133 downregulated genes from B7-H4 cKO and Flox mice (Figure 5A, B) and 182 upregulated and 520 downregulated genes from AAV2/8-Ins2-B7-H4 and AAV2/8-Ctrl mice whose Vtcn1 (B7-H4) gene was dramatically upregulated (Figure 5C, D). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the differentially expressed genes (DEGs) in B7-H4 cKO and Flox mice revealed that the downregulated genes were enriched in cytokine–cytokine receptor interactions, the adipocytokine signalling pathway and the PPAR signalling pathway, and the upregulated genes were enriched in the calcium signalling pathway and retinol metabolism (Figure 5E, F). DEGs in the AAV2/8-Ins2-B7-H4 and AAV2/8-Ctrl mice were also enriched in cytokine–cytokine receptor interactions, the adipocytokine signalling pathway, the AGE‒RAGE signalling pathway in diabetes, the calcium signalling pathway and cholesterol metabolism (Figure 5G, H). Gene Ontology (GO) analysis revealed significant enrichment in several biological processes, cellular components, and molecular functions. 

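A cholesterol efflux list of 10 genes was tested (Abca1, Abcg1, Mylip, Apoe, Srebf1, Lpcat3, Apoc1, Nr1h3, Abcg4 and Apof), written from general knowledge and not taken from a GO term. Not all of them act in efflux itself, with Mylip, Srebf1 and Lpcat3 among those that do not. The list is therefore no test of the GO term that the paper names. The median log2 fold change of the 7 genes tested in cKO against Flox islets was -0.66, or -0.14 relative to the median of all genes, with 7 lower and 0 higher. An adjusted p under 0.05 was reached by 3 of the 7 genes, over all genes and also over the list alone. The difference from the other genes did not pass a two-sided camera test (adjusted p = 0.938), and the list mean gave an exact permutation p of 0.2. With 4 libraries per group the median was -0.51, the camera adjusted p 0.437 and the exact permutation p 0.143. There 1 of the 8 genes tested reached an adjusted p under 0.05, over all genes and over the list alone. In OE against Ctrl islets the list did not pass the test either, with an adjusted p of 0.62 and an exact permutation p of 0.314 over 4 libraries per group, where 7 of the 9 genes tested were higher. Abca1 had a log2 fold change of -1.10 (standard error 0.45, adjusted p = 0.0686 from limma) in cKO islets and 2.07 (standard error 0.61, adjusted p = 0.391) in OE islets, and Fig. 6A includes it.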

Most notable among these genes were cell adhesin, potassium ion transport, and cholesterol efflux, which were downregulated in B7-H4 cKO mice and upregulated in B7-H4-overexpressing mice (sFigure 5A, B). Gene set enrichment analysis (GSEA) revealed downregulation of the Golgi-to-plasma membrane transport and insulin secretion pathways in B7-H4 cKO mice and upregulation of pancreatic secretion and positive regulation of insulin secretion pathways in B7-H4-overexpressing mice (Figure 5I).

**Figure 5:**
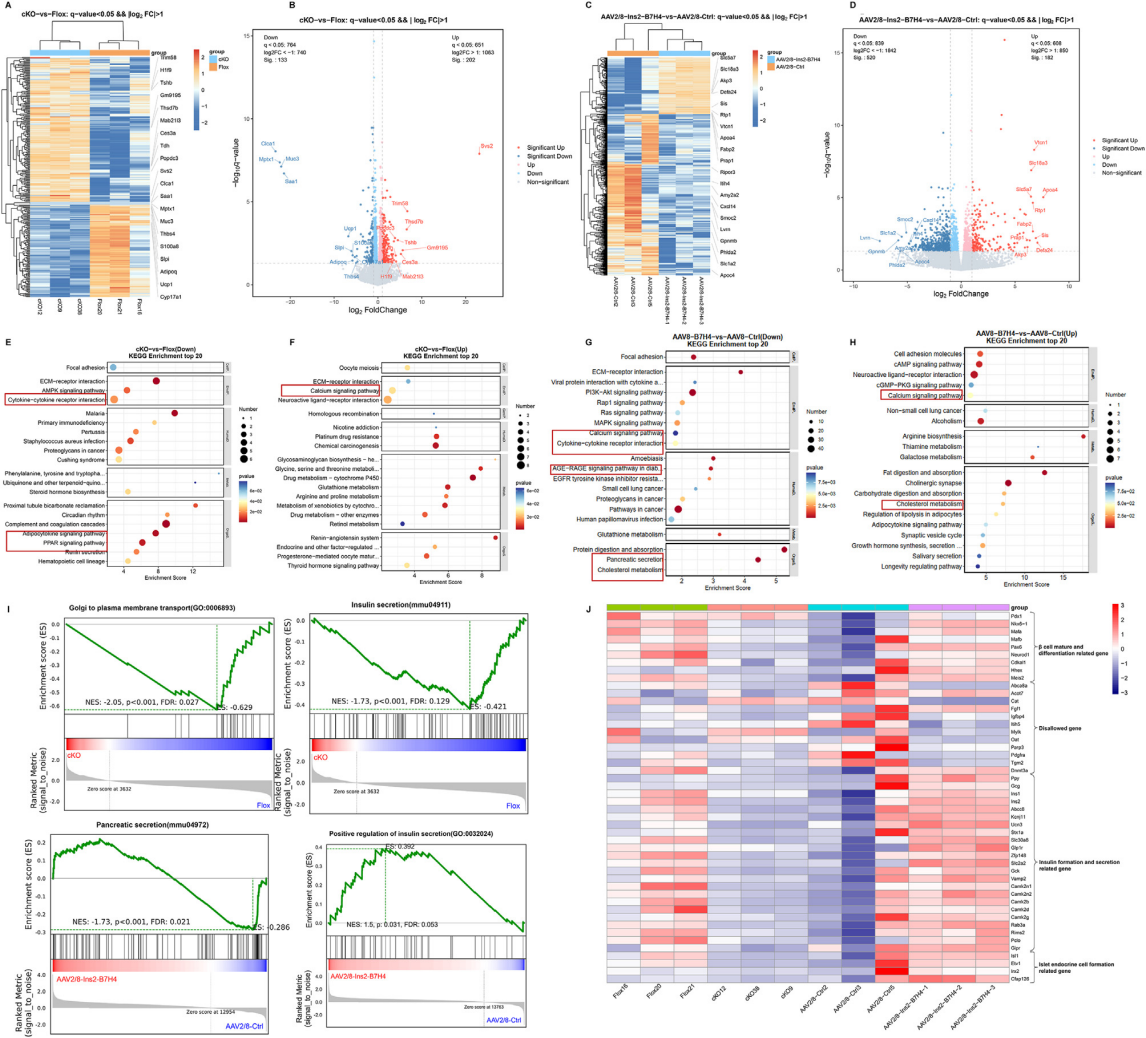
RNA-seq on islets indicates B7-H4 changed the expression of β cell function and insulin secretion markers. (A and B) Heatmap and volcano plot displaying differentially expressed genes between Flox (n = 3) and cKO (n = 3). (C and D) Heatmap and volcano plot displaying differentially expressed genes in AAV2/8-Ins2-B7H4 (n = 3) and AAV2/8-Ctrl (n = 3). (E and F) KEGG pathway enrichment analysis of differentially expressed genes in Flox (n = 3) and cKO (n = 3), which showed that downregulated genes enriched in cytokine–cytokine receptor interaction, adipocytokine signaling pathway and PPAR signaling pathway, and upregulated genes enriched in calcium signaling pathway and retinol metabolism. (G and H) KEGG pathway enrichment analysis of differentially expressed genes in AAV2/8-Ins2-B7H4 (n = 3) and AAV2/8-Ctrl (n = 3), which showed that DEGs in AAV2/8-Ins2-B7-H4 and AAV2/8-Ctrl mice were enriched in cytokine–cytokine receptor interaction, adipocytokine signaling pathway, AGE-RAGE signaling pathway in diabetes, calcium signaling pathway and cholesterol metabolism. (I) GSEA showed a downregulation in the Golgi to plasma membrane transport and insulin secretion pathways in B7-H4 cKO mice compared with Flox mice, and an upregulation in the pancreatic secretion and positive regulation of insulin secretion pathways in AAV2/8-Ins2-B7H4 mice compared with AAV2/8-Ctrl mice. n = 3 per group. (J) Expression heatmap of β cell mature and differentiation related genes, disallowed genes, and insulin formation and secretion related genes in the indicated groups. n = 3 per group.

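Among the genes called in both the comparison of 3 libraries per group and that of 4, and whose groups did not overlap over all 4 libraries each, 29 were upregulated and 90 downregulated in cKO islets. Tdh had the largest increase, from 0.0846, 0.0798 and 0.0500 FPKM in Flox16, Flox20 and Flox21 to 11.0, 6.97 and 6.46 FPKM in cKO9, cKO12 and cKO38 (log2 fold change 3.88, standard error 0.20, adjusted p = 0.000579 from limma). Flox17 held 1.61 FPKM of Tdh and cKO8 3.95 FPKM, and the log2 fold change over 4 libraries per group was 3.18 (standard error 0.51, limma adjusted p = 0.0215). The next largest increases were those of Smim38, Slc30a2, Slc38a5 and Gamt, with log2 fold changes of 2.45, 2.24, 2.19 and 2.08. Slc30a2 was also higher in Ctrl2 and Ctrl3, at 1.51 and 1.47 FPKM, than in Ctrl1 and Ctrl5, at 0.185 and 0 FPKM. Ctrl2 and Ctrl3 hold the most acinar RNA of the Ctrl libraries, but Tdh was at 0.0631 and 0.0699 FPKM in them. With the acinar share as a covariate and 4 libraries per group, 0 genes had a limma adjusted p under 0.05 in cKO islets. That covariate also takes out a part of any difference between the groups.

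The largest decreases were those of Reg3a, with a log2 fold change of -3.32 (standard error 0.88, adjusted p = 0.02 from limma), and Nfil3, with -2.73 (standard error 0.28, adjusted p = 0.00227). Aqp1, Piga and Hsph1 followed with -1.98, -1.93 and -1.89. After median-of-ratios scaling of the 6 libraries, Reg3a and Aqp1 were no longer under an adjusted p of 0.05 (0.0796 and 0.0751), and the adjusted p-values of the other 8 genes were between 0.000974 and 0.045. The adjusted p of Reg3a also rose above 0.05 in 4 of the 6 fits that each left out 1 library, and that of Aqp1 in 2.

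Of the 20 genes labelled in Fig. 5B, 16 had a mean under 0.5 FPKM in the 6 libraries of the heatmaps and were not tested, and Tdh was the 1 with an adjusted p under 0.05. When every gene with a mean above 0 FPKM was tested, 7 of the 20 had one (Tdh, Popdc3, Tshb, H1f9, Ces3a, Trim58 and Mab21l3), all higher in cKO islets, and Tdh alone had an absolute log2 fold change over 1. A pseudocount of 0.1, empirical Bayes without trend and robust fitting, and the fit without Flox16 each also called Slpi and S100a8 as downregulated. Clca1, Mptx1, Muc3 and Saa1 were listed at 0 in the 6 libraries and at 8.09, 15.9, 0.884 and 4.94 FPKM in Flox17.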

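Besides Vtcn1, the genes upregulated in OE islets were Ghrl, Prph and Vip. Ghrl, which encodes ghrelin, was at 9.98, 8.55 and 9.39 FPKM in OE1, OE2 and OE3 and at 0.0522, 0 and 0.246 FPKM in Ctrl2, Ctrl3 and Ctrl5 (log2 fold change 4.05, standard error 0.53, adjusted p = 2.84e-07 from limma). With OE4 at 5.47 FPKM and Ctrl1 at 0.417 FPKM, its log2 fold change was 3.71 (standard error 0.39, limma adjusted p = 3.52e-05). Prph, which encodes the neuronal protein peripherin, had a log2 fold change of 2.38 (standard error 0.46, limma adjusted p = 0.00785), and Vip, which encodes vasoactive intestinal peptide, had 2.29 (standard error 0.46, adjusted p = 0.0128). Both were listed at 0 in Ctrl3 and Ctrl5, and their adjusted p rose above 0.05 in 5 of the 6 fits that each left out 1 library. After median-of-ratios scaling of the 6 libraries Ghrl was the only gene of the 4 still called (limma adjusted p = 0.00373), with Prph at an adjusted p of 0.0616 and Vip at 0.152, and with all 4 libraries per group and that scaling all 4 genes were called.

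Of the 20 genes labelled in Fig. 5D, 12 had a mean under 0.5 FPKM in the 6 libraries, and Vtcn1 was the 1 with an adjusted p under 0.05. Without Ctrl5, 8 of them were called, and after median-of-ratios scaling of the 6 libraries 0 were. When the minimum mean was raised from 0.5 to 1 FPKM, Klf10 and Rgs16 were also upregulated (log2 fold changes of 2.65 and 2.90) and Smoc2, which Fig. 5D labels, was downregulated (log2 fold change -2.26, limma adjusted p = 0.0457). Klf10 and Rgs16 are named after their values were seen.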

To gain further insight into the effects of B7-H4 on β-cell function and insulin secretion, we analysed four groups of transcriptomic data together. 

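Fold changes in the cKO against Flox and OE against Ctrl comparisons, which share no library, were compared across the 11519 genes tested in both. Spearman's rho across genes was -0.377, and 90.1% of the genes had log2 fold changes of opposite sign. Genes are not independent replicates, so no p-value is given for this rho. Over all 4 libraries per group rho was -0.338. After median-of-ratios scaling rho was -0.321 and 61.1% of the genes had opposite signs. Across the 43 genes of Fig. 5J that were tested in both comparisons rho was -0.265. Among the alternatives that were planned, the test of every gene with a mean above 0 FPKM moved rho most, to -0.589 across 16556 genes. With the acinar share of each library as a covariate, chosen after seeing the data, rho was -0.0533, and -0.0998 over all 4 libraries per group.

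Group means were compared as the root-mean-square difference in log2(FPKM + 0.5) over 12048 genes in both tables. The cKO libraries differed from the Flox libraries by 0.642, from the Ctrl libraries by 0.654 and from the OE libraries by 0.738. The Flox libraries differed from the OE libraries by 0.489 and from the Ctrl libraries by 0.945. Once the median difference between each pair of groups was removed, the differences were 0.464 for cKO and Flox, 0.617 for cKO and Ctrl, 0.624 for cKO and OE, 0.487 for Flox and OE and 0.675 for Flox and Ctrl. With all 4 libraries per group they were 0.590 for cKO and Ctrl, 0.701 for cKO and OE, 0.470 for Flox and OE and 0.665 for Flox and Ctrl before this removal, and 0.587, 0.613, 0.468 and 0.558 after it. By the Spearman correlation of the group means the order was another for the cKO libraries, with 0.924 for cKO and Ctrl and 0.937 for cKO and OE (0.934 and 0.939 with 4 libraries per group). The correlation was 0.960 for Flox and OE and 0.921 for Flox and Ctrl. The acinar shares of the 3 libraries per group were 0.337 percentage points apart for cKO and Ctrl, 2.46 for Flox and OE, 31.5 for cKO and OE, 28.7 for Flox and Ctrl and 29.0 for cKO and Flox. The 2 tables hold different experiments, so differences in diet and virus between the tables are confounded with any other difference between the experiments. Sex may be among these, since 4 Y-linked genes are listed for the cKO and Flox libraries and 0 of them for the Ctrl and OE libraries.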

Overall, the gene expression pattern of B7-H4 cKO mice was similar to that of HFD-fed mice injected with the AAV2/8-Ctrl virus, whereas HFD-fed mice that specifically overexpressed B7-H4 in β cells presented similar gene expression patterns to those of Flox mice. Markers of β-cell maturation, insulin formation- and secretion-related genes, and islet endocrine cell formation-related genes were significantly downregulated in B7-H4 cKO mice and HFD-fed obese mice. 

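The genes that Fig. 5J names for β-cell maturation had a median log2 fold change of -0.52 in cKO against Flox islets (8 genes tested, 8 lower). The median was -0.70 for the genes of insulin formation and secretion (23 genes, 22 lower) and -0.65 for the genes of endocrine cell formation (4 genes, 4 lower). An adjusted p under 0.05 was reached by 6, 17 and 2 of these genes, and by 6, 17 and 3 when p was adjusted over the list alone. The mean of each of the 3 lists was lower in every cKO library than in every Flox library, with an exact permutation p of 0.1 each, the smallest that 3 libraries against 3 allow. Relative to the median of all genes tested the lists stood at -0.0021, -0.18 and -0.14, and none of them differed from the other genes in a two-sided camera test with a preset inter-gene correlation of 0.01 (adjusted p = 0.531, 0.281 and 0.427). In fry, which tests a list's own change and not its difference from other genes, the adjusted p-values were 0.0071, 0.0306 and 0.0071.

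With Flox17 and cKO8 added, the medians were -0.23, -0.59 and -0.42, and the exact permutation p-values were 0.429, 0.0286 and 0.0571. An adjusted p under 0.05 was reached by 0, 9 and 1 of the genes, and by 0, 12 and 2 when p was adjusted over the list alone. Of the maturation genes 5 were lower and 3 higher. Flox17 had the lowest maturation mean of the 8 libraries. With 3 libraries per group, Ins1 had a log2 fold change of -0.37 (standard error 0.20, adjusted p = 0.131 from limma), Ins2 -0.84 (standard error 0.23, adjusted p = 0.0147), Mafa -0.49 (standard error 0.11, adjusted p = 0.00703) and Slc2a2 -0.57 (standard error 0.09, adjusted p = 0.00309). With all 4 libraries per group the log2 fold changes were -0.22, -0.72, -0.075 and -0.47, with limma adjusted p-values of 0.184, 0.00744, 0.86 and 0.0392, so Mafa was no longer under 0.05. After median-of-ratios scaling of the 6 libraries the values were 0.20, -0.27, 0.08 and -0.0021, with adjusted p-values between 0.773 and 0.989, so Ins1 and Mafa changed direction. The adjusted p of Ins2 also rose above 0.05 in 4 of the 6 fits that each left out 1 library.

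For the HFD-fed mice, the mean log2 value of the insulin list was 5.88, 4.14 and 7.10 in Ctrl2, Ctrl3 and Ctrl5 and 7.20 in Ctrl1, against 6.41, 6.87 and 6.99 in Flox16, Flox20 and Flox21 and 6.43 in Flox17. The maturation list stood at 3.50, 2.19 and 4.65 in the Ctrl libraries of the heatmap and at 4.74 in Ctrl1, against 4.62, 4.51 and 4.72 in the Flox libraries of the heatmap and 3.82 in Flox17. No test was made between the 2 tables. From the heatmap of the 4 groups, the paper states that these 3 kinds of genes were downregulated both by the knockout and in obesity.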

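In OE against Ctrl islets the median log2 fold change was 1.38 for the maturation genes of Fig. 5J (8 genes, 8 higher), 1.47 for the genes of insulin formation and secretion (23 genes, 23 higher) and 1.21 for those of endocrine cell formation (4 genes, 4 higher). No gene of these lists had an adjusted p under 0.05 over all genes, and 4, 3 and 0 had one when p was adjusted over the list alone. Relative to the median of all genes tested the lists stood at 0.72, 0.81 and 0.56, with camera adjusted p-values of 0.0308, 8.66e-05 and 0.281. The 2 adjusted p-values under 0.05 did not hold in fry (0.247 for both) or in camera with an estimated correlation (0.723 for both). Exact permutation of the list means gave p = 0.4, 0.2 and 0.4. All 4 libraries per group gave medians of 0.93, 1.10 and 0.80 and exact permutation p-values of 0.429, 0.257 and 0.429.

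The Ctrl libraries lay on both sides of the OE libraries. The insulin list had means of 7.07, 7.15, 7.16 and 7.18 in OE1, OE2, OE3 and OE4, within the range of 4.14 in Ctrl3 to 7.20 in Ctrl1. For the maturation list the OE libraries had 4.60, 4.57, 4.60 and 4.41, against 3.50 and 2.19 in Ctrl2 and Ctrl3 and 4.74 and 4.65 in Ctrl1 and Ctrl5. Leaving out Ctrl3 brought the relative change of the insulin list from 0.81 to 0.41, that of the maturation list from 0.72 to 0.31 and that of the endocrine list from 0.56 to 0.11, and leaving out Ctrl5 brought them to 0.90, 0.82 and 0.98. Ins1, Ins2, Mafa and Slc2a2 had log2 fold changes of 1.72, 1.53, 1.44 and 1.72, each with a limma adjusted p of 0.391, and of 0.78, 0.74, 0.63 and 1.01 without Ctrl3. Without Ctrl5, the library that decides the count of called genes, they were 2.43, 2.11, 1.95 and 2.03 for OE vs Ctrl, with limma adjusted p-values of 0.00527, 0.00509, 0.00828 and 0.00721. That fit sets the OE libraries against Ctrl2 and Ctrl3 alone, at acinar shares of 56.6% and 73.7%. Its values therefore do not separate B7-H4 overexpression from acinar RNA.

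**Figure D3:**
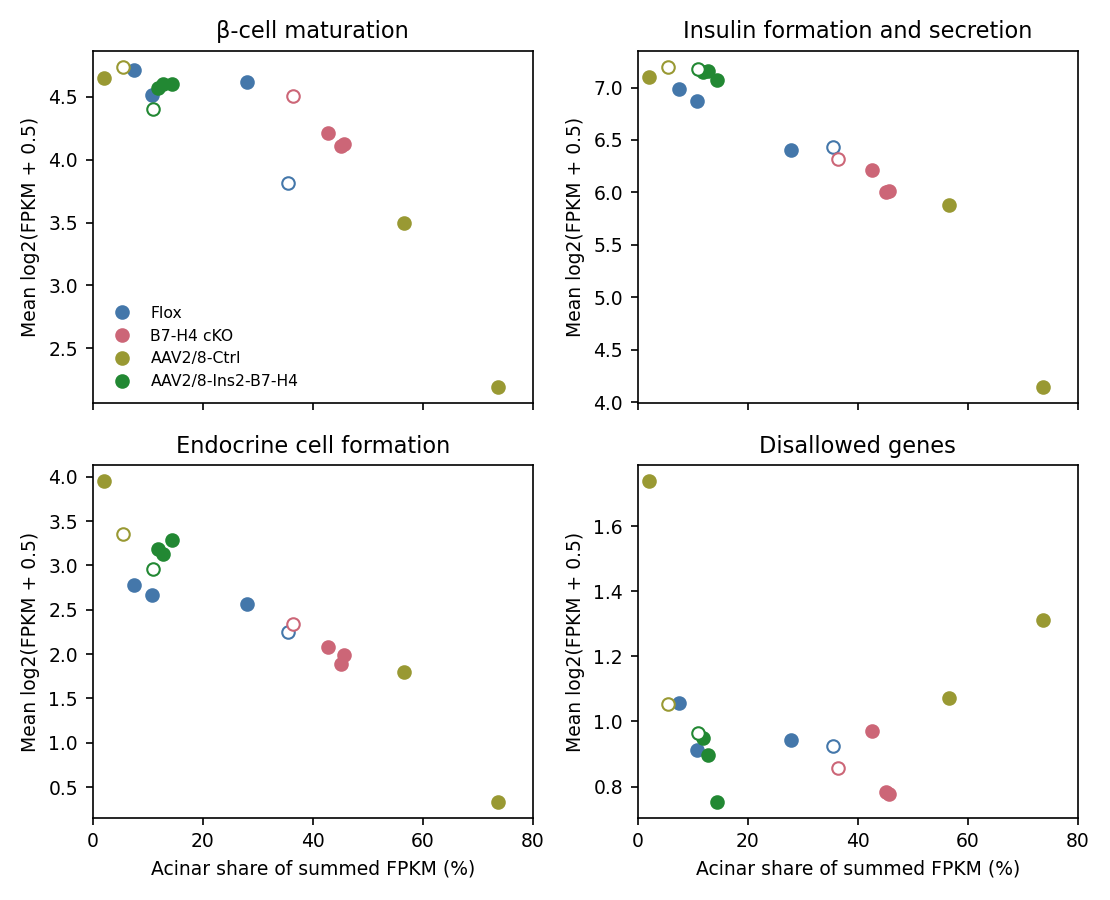
Mean log2(FPKM + 0.5) of the 4 gene lists of Fig. 5J against the share of the summed FPKM taken by 18 acinar marker genes (%), 1 point per islet library. Filled points are the libraries named in the heatmap and open points are the other libraries. Ctrl3, at an acinar share of 73.7%, has the lowest insulin list mean (4.14), and Ctrl1 and Ctrl5, at 5.47% and 2.14%, have means of 7.20 and 7.10.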

B7-H4 overexpression rescued the expression of these genes in HFD-fed obese mice. 

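Disallowed genes are genes with low expression in normal β cells. Of the 12 that Fig. 5J names, 8 passed the minimum FPKM in the cKO and Flox libraries. Their median log2 fold change was -0.08, with 4 higher and 4 lower. An adjusted p under 0.05 over all genes was reached by 2 of them, both lower, and one adjusted over the list alone by 0. With 4 libraries per group these counts were 1 and 2. The list means gave an exact permutation p of 0.3, where the smallest possible is 0.1, and of 0.114 with 4 libraries per group, where it is 0.0286. Because all genes together had a median of -0.51, the list stood 0.43 above them (camera adjusted p = 0.00318), a difference that did not hold with all 4 libraries per group (0.21, adjusted p = 0.0768), after median-of-ratios scaling (0.32, adjusted p = 0.277) or with an estimated correlation in camera (adjusted p = 0.114). In OE against Ctrl islets 10 disallowed genes were tested. Their median log2 fold change was -0.72, and -1.38 relative to all genes (adjusted p = 1.26e-09 in limma's camera and 0.247 in fry), with 7 genes lower and 3 higher. The list mean was 0.75, 0.95 and 0.90 in OE1, OE2 and OE3 and 1.07, 1.31 and 1.74 in Ctrl2, Ctrl3 and Ctrl5, so the groups did not overlap (exact permutation p = 0.1, the smallest possible). With OE4 at 0.96 and Ctrl1 at 1.06 they still did not overlap (exact permutation p = 0.0286, the smallest possible), and the median was -0.58. No disallowed gene had an adjusted p under 0.05 over all genes in this comparison, and 1 had one with 3 libraries per group when p was adjusted over the list alone. The change of the disallowed genes in OE islets was not tested against that in cKO islets.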

Although the expression of β-cell disallowed genes, which are typically repressed in mature adult β cells, was not changed in B7-H4 cKO mice, B7-H4 overexpression rescued the highly expressed disallowed genes caused by metabolic stress in HFD-induced obesity (Figure 5J). Taken together, the results of RNA-seq of islets indicate that B7-H4 alters the expression of β-cell function and insulin secretion markers.

### 3.6 B7-H4 maintains β-cell function and insulin secretion by regulating islet cholesterol metabolism

To better investigate the molecular mechanisms by which B7-H4 regulates β-cell function and insulin secretion, we analysed the DEGs of B7-H4 cKO and B7-H4-overexpressing islets jointly. 

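The reversed genes were counted as those with an adjusted p under 0.05 in both the cKO against Flox and the OE against Ctrl comparison and fold changes of opposite sign. Among the 11519 genes tested in both, 0 met this, where 1.29 would be expected if the calls of the 2 comparisons were independent. At an unadjusted p under 0.05 in both, 1125 genes were reversed and 952 were expected, of which 1085 were lower in cKO and higher in OE islets. After median-of-ratios scaling 622 genes were reversed at an unadjusted p under 0.05 and 351 were expected, with 366 lower in cKO and higher in OE islets and 256 the other way. With an absolute log2 fold change over 1 in both comparisons as well, a threshold chosen after seeing the data, 210 genes were reversed and 67.7 expected, 183 of them lower in cKO and 27 higher. After median-of-ratios scaling these numbers were 33 and 7.12, with 1 lower in cKO and 32 higher, so the balance of the directions depends on the scaling. All 4 libraries per group also gave 0 at an adjusted p under 0.05. Leaving out Ctrl5, which keeps only the acinar-rich Ctrl2 and Ctrl3 as controls, raised the count from 0 to 6901.

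Of the 75 genes of Fig. 6A, the symbols of 70 could be read, and the 37 drawn as lower and 33 drawn as higher in cKO islets were examined in both comparisons. The paper selected these genes on these libraries, so their directions are not independent evidence. With 3 libraries per group 64 of them were tested in both comparisons, and 58 changed in both in the direction drawn. With 4 libraries per group 64 of 66 did so. An adjusted p under 0.05 over all genes was reached by 33 in the cKO comparison and by 0 in the OE comparison, and one adjusted over the list alone by 31 and 34. At an unadjusted p under 0.05 in both comparisons 34 genes changed as drawn with 3 libraries per group and 41 with 4.

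**Figure D4:**
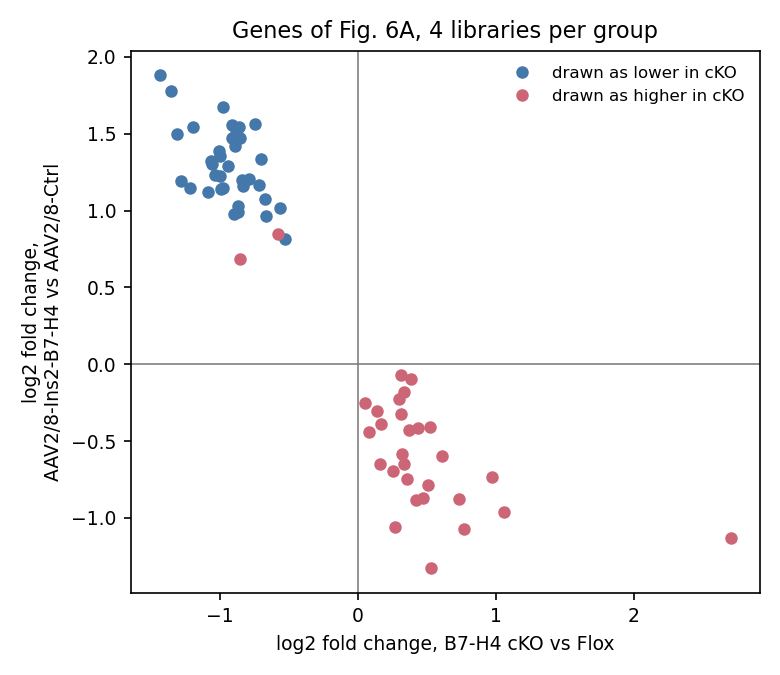
Log2 fold change in OE against Ctrl islets (vertical axis) against log2 fold change in cKO against Flox islets (horizontal axis), with 4 libraries per group, for the 66 readable genes of Fig. 6A tested in both comparisons. Colours give the direction drawn in Fig. 6A. Of these genes, 64 lie in the quadrant that the direction drawn gives.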

There were 75 genes whose expression was significantly altered in B7-H4 cKO mice but whose expression was reversed by the overexpression of B7-H4 (Figure 6A). GO analysis of these genes revealed significant enrichment in cell adhesion and cholesterol metabolic processes and molecular functions enriched in cytokine receptor activity (Figure 6B). KEGG enrichment analysis revealed enrichment of the JAK-STAT signalling pathway and calcium signalling pathway (Figure 6C).

**Figure 6:**
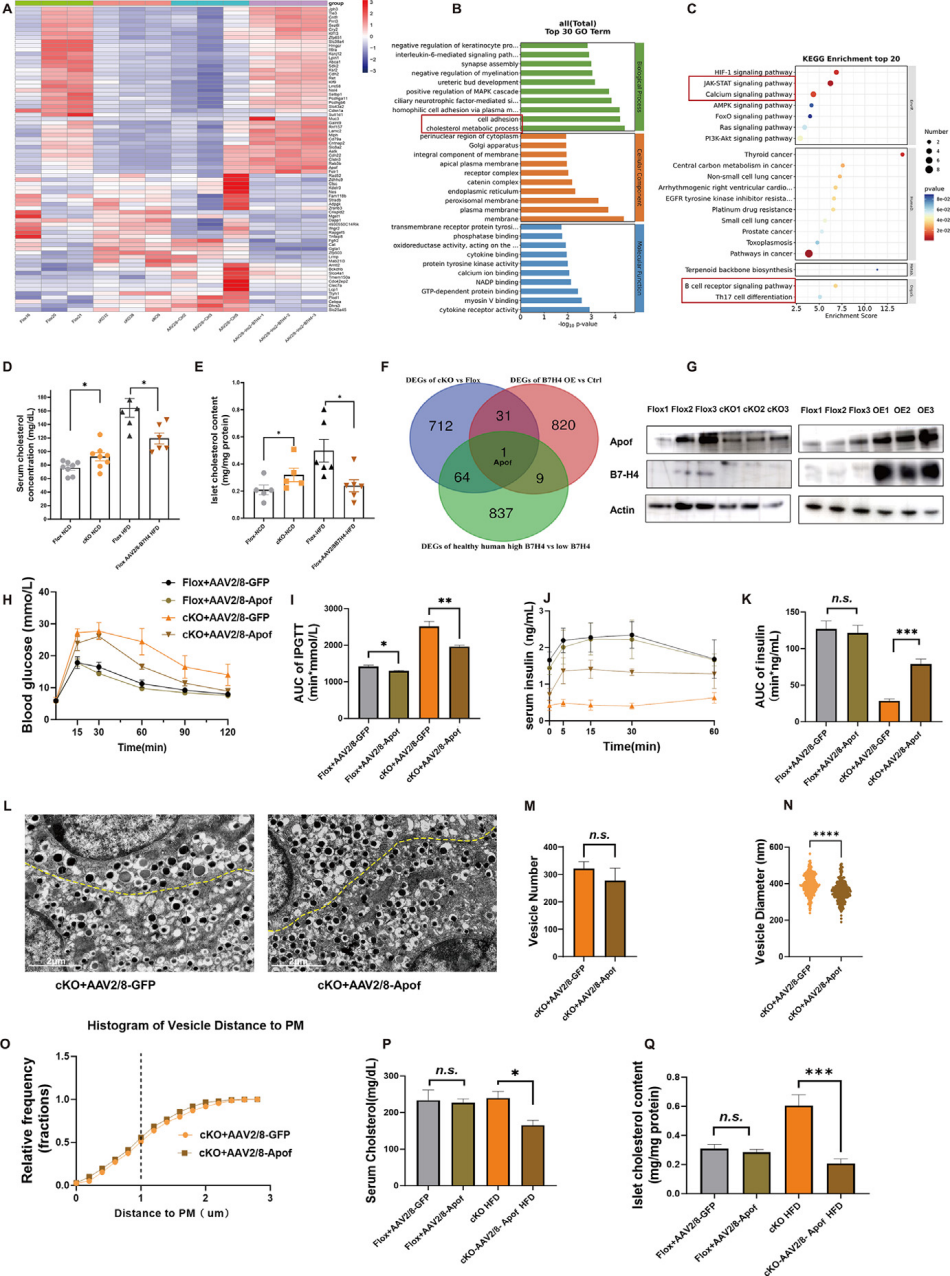
B7-H4 maintains β cell function and insulin secretion by regulating islet cholesterol metabolism. (A) Heatmap of the identified 75 genes which were significantly altered in B7-H4 cKO mice but were reversed by overexpression of B7-H4. n = 3 per group. (B and C) GO and KEGG analysis of the identified genes, which showed a significant enrichment in cell adhesion and cholesterol metabolic process, and molecular functions enriched in cytokine receptor activity, and in JAK-STAT signaling pathway and calcium signaling pathway. (D and E) Serum cholesterol concentration and pancreatic islet cholesterol content in the indicated groups. n = 4–8 per group. (F) Venn diagram showed that Apof is the only common gene regulated by B7-H4 in both humans and mice. (G) Western blot analysis of Apof expression in pancreatic islets from the indicated group, which showed that Apof in islets was downregulated by B7-H4 KO and upregulated by B7-H4 overexpression. Flox: Mice homozygous for the floxed B7-H4 allele; cKO: β-cell–specific B7-H4 knockout mice; OE: Flox mice overexpressed B7-H4 through injecting with AAV2/8-Ins2-B7H4; Apof: Apolipoprotein F; B7-H4: B7 family member, H4. (H and I) GTT results of mice in the indicated groups. n = 4–5 per group. (J and K) GSIS results of mice in the indicated groups. n = 4–5 per group. (L) Transmission electron micrograph showed that Apof overexpression made vesicles in of β cell closer to the plasma membrane. n = 3 per group. scale bar, 2um. n = 3 mouse per group. (M and N) Number and diameter of β cell vesicle in the indicated group. n = 3 mouse per group. (O) Distance of vesicle in β cell to plasma membrane in the indicated group. The vertical coordinate showed relative frequency of vesicle with the same distance to plasma membrane. n = 3 mouse per group. (P and Q) Serum cholesterol and islet cholesterol in the indicated group. n = 9–12 per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗: P < 0.01; ∗∗∗: P < 0.001; ∗∗∗∗: P < 0.0001; n.s.: not significant. Unpaired two-tailed Student's t-test was used in (D), (E), (I), (K), (M), (N), (P), and (Q). Three independent experiments were performed.

Previous studies have reported that the cholesterol content in β cells affects the amount of insulin and the size of vesicles. We detected the serum cholesterol concentration and islet cholesterol content of B7-H4 cKO mice and B7-H4-overexpressing mice. Interestingly, we found that the serum cholesterol concentration was low, but the islet cholesterol content was significantly higher in B7-H4 cKO mice, whereas B7-H4 overexpression strongly reduced the serum and islet cholesterol concentrations in HFD-fed mice (Figure 6D, E). To study how B7-H4 regulates the cholesterol content in β cells at the molecular level, we analysed RNA-seq data from human pancreas samples in the GTEx portal. GO and KEGG analyses revealed that the DEGs associated with high (top 25%) and low (bottom 25%) B7-H4 expression were enriched in cytokine–cytokine receptor interactions and in lipid, atherosclerosis and chemokine signalling pathways (sFigure 6A, B). We compared the 75 genes in mice whose expression was altered by B7-H4 knockout but reversed by B7-H4 overexpression with the differential genes in healthy humans with high and low expressions of B7-H4 in the GTEx database and found that Apof is a common gene regulated by B7-H4 in both humans and mice (Figure 6F). 

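Apof encodes apolipoprotein F. In islets of B7-H4 cKO mice it was at 0.152 ± 0.0991 FPKM (SD, n = 3), against 0.745 ± 0.539 FPKM (SD, n = 3) in Flox islets. The difference in mean log2(FPKM + 0.5) was -0.85, and the values overlapped, since Flox16 held 0.233 FPKM and cKO12 0.236 FPKM (exact permutation test, p = 0.2, where the smallest possible p is 0.1). With all 4 libraries per group the difference was -0.83 (exact permutation p = 0.0857). Of the 4 Flox libraries only Flox16 overlapped the cKO libraries, as the others held 0.697 to 1.31 FPKM and cKO8 held 0.440 FPKM. Whether Flox16 is mislabelled remains open, as the closing section describes, so this overlap is uncertain. In the HFD-fed mice Apof was at 2.25 ± 0.375 FPKM (SD, n = 3) in OE islets and 0.880 ± 0.844 FPKM (SD, n = 3) in Ctrl islets, a difference of 1.17 in mean log2 value without overlap (exact permutation p = 0.1, the smallest possible). With all 4 libraries per group it was 1.16, again without overlap (exact permutation p = 0.0286, the smallest possible). Ctrl5 held 1.82 FPKM and OE1 1.84 FPKM. In the fits that each left out 1 library, the difference for Apof in cKO vs Flox ran from -1.18 without Flox16 to -0.53 without Flox21, and in OE vs Ctrl from 0.75 without Ctrl3 to 1.63 without Ctrl5. After median-of-ratios scaling it was -0.62 and 0.73. The mean of Apof over the 6 cKO and Flox libraries was under 0.5 FPKM, so limma did not test it there. With 4 libraries per group limma gave an adjusted p of 0.044 in the cKO comparison, and in the OE comparison the adjusted p was 0.391 with 3 libraries and 0.591 with 4. The human libraries were not analysed here. From the presence of Apof among both the reversed mouse genes and the human genes that differ with B7-H4 expression, the paper concludes that B7-H4 regulates Apof in both species.

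**Figure D5:**
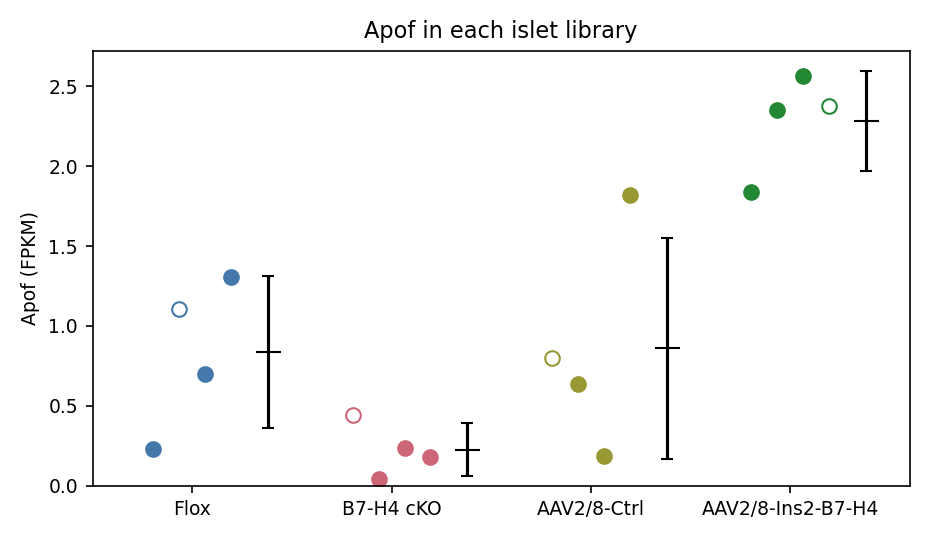
FPKM of Apof in each of the 16 islet libraries, with the mean and SD of the 4 libraries of each group beside its points. Filled points are the libraries named in the paper's heatmaps and open points are the other libraries. The means are 0.835 FPKM in Flox, 0.224 in cKO, 0.860 in Ctrl and 2.28 in OE islets.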

We verified that the protein levels of Apof in islets were decreased by B7-H4 KO and increased by B7-H4 overexpression via Western blotting (Figure 6G).

Apof has been reported to reduce cholesterol levels [41,42]. To study whether B7-H4 regulates insulin secretion through Apof, we overexpressed Apof in B7-H4 cKO mice via pancreatic intraductal infusion with AAV2/8-Apof- 3xFlag or AAV2/8-GFP control virus. As shown in sFigure 6C, the overexpression of Apof led to a sharp increase in the Apof protein level. Glucose tolerance was markedly improved by Apof overexpression in B7-H4 cKO mice, and the GTT results revealed a sharp reduction in blood glucose levels in B7-H4 cKO mice with Apof overexpression at 15, 30, 60, 90 and 120 min after glucose injection, although there was a slight decrease in glucose levels in Flox mice (Figure 6H, I). Insulin secretion was also markedly improved in Apof-overexpressing B7-H4 cKO mice, and serum insulin concentrations increased significantly at every time point after glucose stimulation, even during fasting, suggesting that Apof ameliorates the basal and glucose-stimulated insulin secretion deficiency induced by B7-H4 defects (Figure 6J, K). Transmission electron micrographs revealed that Apof overexpression in B7-H4 cKO mice reduced the number of retained vesicles in β cells, and these vesicles were smaller and closer to the plasma membrane (Figure 6L–O), indicating that Apof promotes the secretion of insulin secretory vesicles and improves the functional status of β cells in B7-H4 cKO mice. ITTs revealed slight changes in insulin sensitivity after Apof overexpression in B7-H4 cKO mice (sFigure 6D, E). Furthermore, we found that Apof significantly reduced the elevated serum and islet cholesterol levels in B7-H4 cKO mice (Figure 6P, Q).

### 3.7 B7-H4 regulates islet cholesterol metabolism through Stat5 signalling

In addition to β-cell function and insulin secretion markers, cytokine–cytokine receptor interactions were also enriched in DEGs of B7-H4 cKO and B7-H4-overexpressing mice, and 75 genes whose expression was altered by B7-H4 KO but reversed by B7-H4 overexpression were enriched in the JAK‒STAT signalling pathway. Previous studies have shown that B7-H4 can regulate cytokine expression in T cells [43]. These findings indicate that B7-H4 may be involved in the regulation of the immune microenvironment of islets. We performed Luminex multiple-factor assays to measure the serum concentrations of cytokines, including interleukins, CC- and CXC- chemokines and interferon, in Flox and B7-H4 cKO mice. A heatmap of these cytokines presented individually or as the means of each group revealed that MDC/CCL22, eotaxin/CCL11, KC/CXCL1, TARC/CCL17, IFN-gamma, MIP-1alpha/CCL3 and MCP-3/CCL7 were higher and that CTACK/CCL27, IP-10/CXCL10, IL-2, I-309/CCL1, IL-1beta and IL-4 were lower in the serum of B7-H4 cKO mice (Figure 7A). Analysis of the differences between the groups revealed that TARC/CCL17 expression was significantly higher and that CTACK/CCL27 expression was significantly lower in the serum of B7-H4 cKO mice (Figure 7B–D). Real-time quantitative PCR was used to detect the expression of islet cytokines in Flox and B7-H4 cKO mice fed a NCD or HDF. Consistent with the change in serum concentrations, the mRNA expression of CCL17 in islets from cKO mice was significantly upregulated, but in contrast to the serum concentrations, the mRNA levels of CCL27, IL-4 and IL-6 in islets from cKO mice were significantly greater than those in islets from Flox mice (Figure 7E, F). Moreover, we examined the mRNA levels of chemokine receptors in the islets of the four groups of mice and found that CCR4 and CCR10 were significantly upregulated in the islets of cKO mice (Figure 7G). Changes in cytokines and chemokines may alter the composition of islet immune cells. Given that the immune cells of islets are mainly macrophages, we used the myeloid marker Iba1 to stain the islets of Flox and B7-H4 cKO mice via immunofluorescence. Although there was no significant difference in the ratio of Iba1-positive islets, the intensity of Iba1 was significantly greater in B7-H4 cKO mice than in flox mice (Figure 7H–J), indicating that the number of infiltrating myeloid cells in B7-H4 cKO islets was significantly higher.

**Figure 7:**
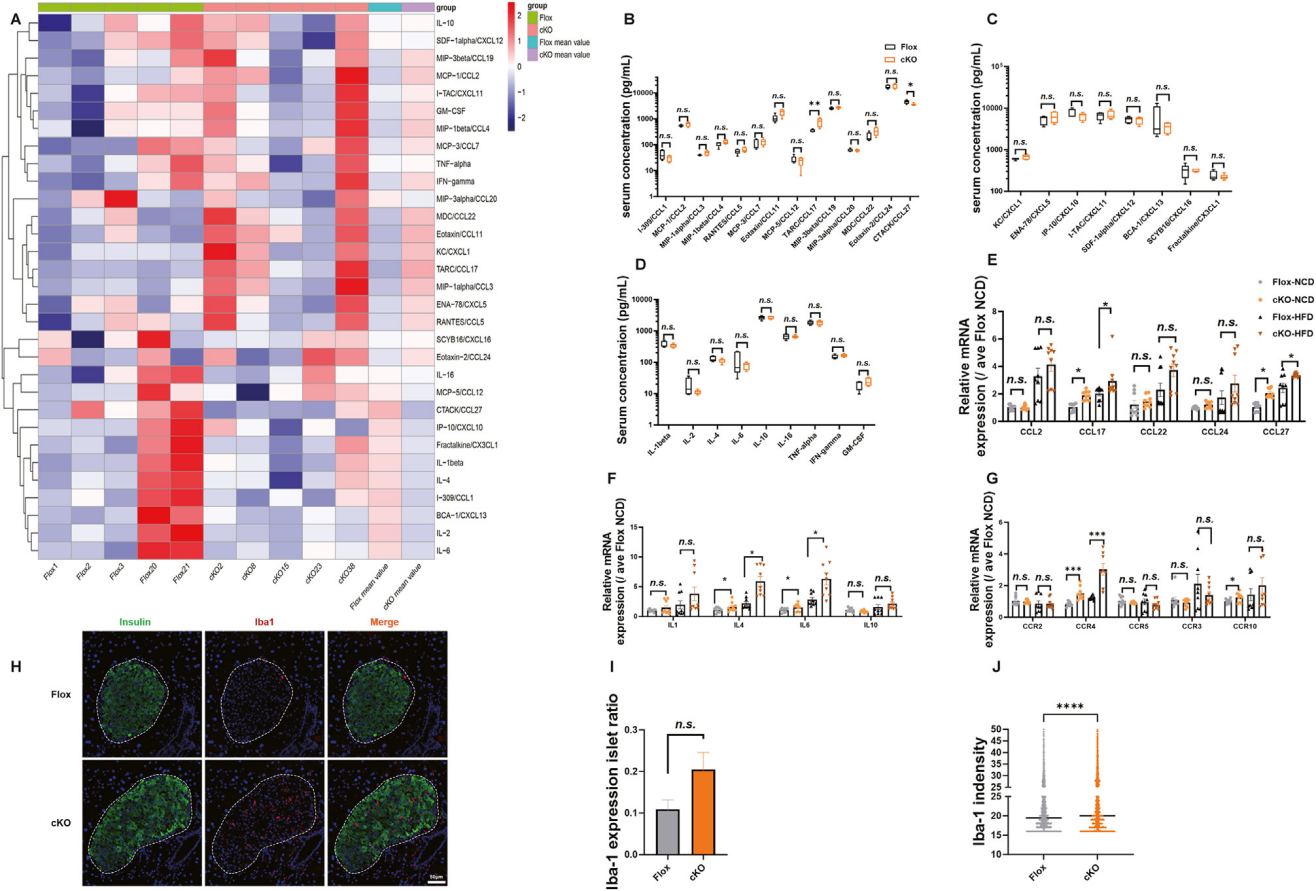
B7-H4 regulates the expression of islet cytokines and chemokine receptors. (A) Heatmap of serum concentrations of cytokines assessed by luminex multiple-factor assays in the indicated groups. n = 5 per group. (B–D) Serum concentrations of cytokines in the indicated groups. n = 5 per group. (E–G) mRNA expression of cytokines in islets from the indicated groups. n = 9 per group. (H) Representative images of pancreatic islet immunofluorescence staining in the indicated groups. Green, Insulin; Red, Iba1; Blue, DAPI. (I and J) The ratio of Iba1-positive islets (I) and Iba-1 indensity (J) in the indicated group. n = 3 mouse per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗∗∗: P < 0.0001; n.s.: not significant. Unpaired two-tailed Student's t-test was used in (B)–(G). Three independent experiments were performed.

Cytokines that activate the JAK-STAT signalling pathway may be involved in the regulation of β-cell function and insulin secretion by B7-H4. We detected the protein and phosphorylation levels of seven members of the STAT family in islets from B7-H4 cKO and B7-H4-overexpressing mice and found that the phosphorylation levels of Stat5 were significantly higher in islets from B7-H4 cKO mice but reduced in those from B7-H4-overexpressing mice (Figure 8A). After tyrosine phosphorylation at Y694, Stat5 accumulates in the nucleus [44]. As shown in Figure 8B, phosphorylated Stat5 accumulated in the nucleus of islets from Flox and B7-H4cKO mice. To investigate whether B7-H4 regulates islet cholesterol metabolism and insulin secretion through Stat5, we treated B7-H4 cKO mice with the Stat5 inhibitor pimozide or vehicle control (VC) for 2 weeks. Pimozide treatment decreased Stat5 phosphorylation levels but increased Apof protein levels in the islets of B7-H4 cKO mice (Figure 8C). GTTs markedly improved glucose clearance in B7-H4 cKO mice treated with pimozide for two weeks, which presented significantly lower blood glucose levels at 15, 30 and 60 min after glucose injection (Figure 8D, E). The serum random insulin concentration in B7-H4 cKO mice was significantly lower than that in Flox mice, and pimozide treatment for two weeks reversed the difference in the serum insulin level between B7-H4 cKO mice and Flox mice (Figure 8F). GSIS *in vitro* revealed that pimozide treatment markedly improved glucose-stimulated insulin secretion in B7-H4 cKO mice (Figure 8G). Furthermore, we found that pimozide treatment significantly reduced the increase in islet cholesterol levels in B7-H4 cKO mice (Figure 8H), although there was no significant difference in the serum cholesterol concentration when the mice were fed a NCD; this trend was consistent with that of islet cholesterol (Figure 8I). These data indicate that B7-H4 regulates islet cholesterol metabolism to enhance β-cell function and insulin secretion through Stat5 signalling.

**Figure 8:**
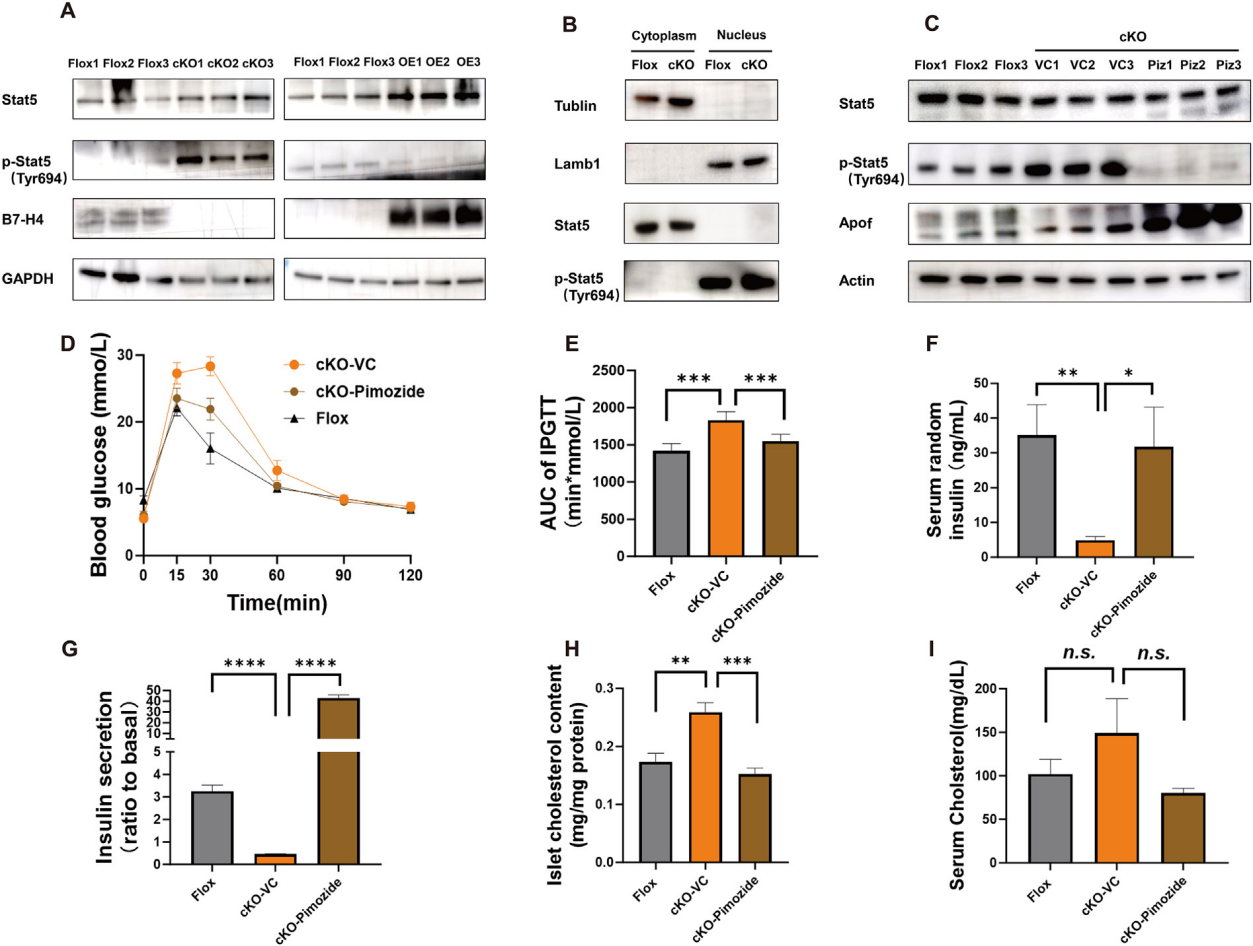
B7-H4 regulates islet cholesterol metabolism through Stat5 signaling. (A) Western blot analysis of Stat5 and phosphorylated Stat5 in islets from the indicated groups, which showed that phosphorylation levels of Stat5 were significantly increased in islets from B7-H4 cKO mice but reduced in that from B7-H4 overexpressed mice. n = 3 per group. Flox: Mice homozygous for the floxed B7-H4 allele; cKO: β-cell–specific B7-H4 knockout mice; OE: Flox mice overexpressed B7-H4 through injecting with AAV2/8-Ins2-B7H4; Stat5: Signal transducer and activator of transcription 5; p-Stat5: Phospho-signal transducer and activator of transcription 5; B7-H4: B7 family member, H4; GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase. (B) Western blot showed that phosphorylated Stat5 accumulated in the nucleus of islets from Flox and B7-H4cKO mice. Flox: Mice homozygous for the floxed B7-H4 allele; Lamb1: Laminin beta 1; Stat5: Signal transducer and activator of transcription 5; p-Stat5: Phospho-signal transducer and activator of transcription 5. (C) Western blot showed that pimozide treatment decreased the Stat5 phosphorylation levels and cholesterol content, while upregulate Apof protein levels in islets of B7-H4 cKO mice. n = 3 per group. Flox: Mice homozygous for the floxed B7-H4 allele; VC: cKO mice injected with vehicle control for 2 weeks; Piz: cKO mice injected with pimozide for 2 weeks; Stat5: Signal transducer and activator of transcription 5; p-Stat5: Phospho-signal transducer and activator of transcription 5; Apof: Apolipoprotein F. (D and E) GTT results of the mice treated by pimozide. n = 5–7 per group. (F) Serum random insulin concentration in the indicated group. n = 6 per group. (G) Results of in vitro GSIS in the indicated group. n = 6 per group. (H and I) Islet and serum cholesterol content in the indicated group. n = 6 per group. Data are shown as mean ± SEM. ∗: P < 0.05; ∗∗: P < 0.01; ∗∗∗: P < 0.001; ∗∗∗∗: P < 0.0001; n.s.: not significant. Unpaired two-tailed Student's t-test was used in (D)–(H). Three independent experiments were performed.

## 4 Discussion

Pancreatic islet inflammation is a pathological mechanism of T2D, and therapies targeting islet inflammation are promising for the prevention and treatment of T2D and its complications. However, the molecules regulating islet inflammation in the pathological process of T2D are still unclear. Through islet transcriptome data analysis of T2D patients, we identified six highly expressed immune checkpoint genes that are important for immune homeostasis. Here, we elucidate the physiological role of one of these molecules, B7-H4, in β-cell function and its pathological effects on islet inflammation and T2D.

As an inhibitory costimulatory molecule of T cells, B7-H4 has been implicated in many diseases, such as cancer, allograft rejection, and autoimmune diseases, due to its immunosuppressive function. B7-H4 is also expressed in nonhaematopoietic cells and contributes to immune tolerance, such as maternal–foetal immune tolerance [19]. In the pancreas, Jun Sik Lee et al. [20] revealed that, unlike other B7 family members, the B7-H4 protein is not expressed on immune cells but rather on pancreatic islet cells. The B7-H4 protein is expressed and colocalized with insulin [25], and its polymorphism influences the prevalence of diabetes [26]. Although it has been speculated that B7-H4 may play a potential physiological role in the function of β cells and may have pathological effects on T2D [23], there have been no relevant studies to date. For the first time, we used β-cell-specific B7-H4 knockout mice to explore the *in vivo* functions of B7-H4. We found that B7-H4 affects not only the expression of islet cytokines but also the secretion of insulin vesicles. Unlike the reduction in islet B7-H4 protein expression in T1D through the proteolytic cleavage of the B7-H4 protein from the cell membrane by the metalloproteinase nardilysin (NRD1) [21,22], we found that the expression of the islet B7-H4 protein was increased in HFD-induced obese and genetically modified T2D mice. This upregulation may be a protective mechanism against metabolic stress. Indeed, the upregulation of Nrd1 and elevated soluble B7-H4 are characteristic of patients with T1D but not T2D [22]. Immunostaining revealed that upregulated B7-H4 expression occurred mainly in islet β cells but not in pancreatic macrophages. In tumour microenvironments, cancer cells increase B7-H4 expression in response to hypoxia and transforming growth factor β1 (TGFβ1) [45,46]; IL-6 and IL-10 can also stimulate B7-H4 mRNA expression in macrophages [47]. Here, we found that in the diabetic microenvironment, high glucose and IL-1β can stimulate B7-H4 mRNA expression in the β-cell line MIN6 cells.

B7-H4 has been proposed to have a direct effect on cell functions such as the proliferation and differentiation of expressed cells [48]. Here, we revealed that B7-H4 knockout in β cells results in decreased β-cell mass and pancreatic areas in mice. Β-cell mass is determined by prenatal development of islets, postnatal compensatory growth and regeneration of β cells [49]. Dynamic changes in the β-cell mass also occur during pancreatic development and are triggered by multiple signalling pathways. Apoptosis, dedifferentiation and transdifferentiation are the main causes of reduced β-cell mass in diabetes mellitus patients. Although the decreased β-cell mass in B7-H4 cKO mice can be partially explained by an increase in β-cell apoptosis, the number of islets was significantly lower in cKO mice than in control mice, suggesting a developmental defect in β cells upon B7-H4 knockout. This might be related to altered cytokines and infiltrated immune cells in islets due to the depletion of B7-H4 in β cells. Indeed, some immune signals, such as TGF-β and IL-18, have been reported to play key roles in the development of pancreatic islets [50,51]. The altered identity of β cells has also been proposed as a mechanism for the loss of β cells in diabetes [52]. RNA-seq of islets revealed that B7-H4 knockdown in β cells downregulated the expression of β-cell maturation-related genes such as Nkx6.1, Mafa, Mafb, Pax6, and Neurod1, whereas B7-H4 overexpression rescued the expression of these genes in HFD-fed obese mice. Although the expression of β-cell disallowed genes, which are typically repressed in mature adult β cells, did not change in B7-H4 cKO mice, B7-H4 overexpression rescued the highly expressed disallowed genes caused by metabolic stress in HFD-induced obesity. These findings suggest that B7-H4 may play a promising role in reversing β-cell trans-differentiation and maintaining β-cell identity in individuals with obesity and T2D.

Another important observation of our study is that B7-H4 regulates insulin secretion by modulating cholesterol metabolism in β cells. The insufficiency of serum insulin in B7-H4 cKO mice after glucose injection was partly due to decreased β-cell mass. However, when we took the same number of islets *ex vivo* and stimulated them with glucose, insulin secretion from the islets of B7-H4 cKO mice decreased significantly, indicating that the defect in insulin secretion was also a crucial factor. The SEM results revealed that the vesicles in β cells from B7-H4 cKo mice were numerous but immature and further away from the plasma membrane. To investigate the molecular mechanism by which B7-H4 affects β-cell function, we focused on the 75 differential genes altered by B7-H4 KO but reversed by B7-H4 overexpression. To our surprise, these 75 genes were enriched in cholesterol metabolism. Cholesterol metabolism has been reported to be involved in the maintenance of β-cell function and insulin secretion. Excess cholesterol in β cells impairs β-cell function, causing insulin secretory vesicle enlargement and reduced glucose-stimulated secretion [[28], [29], [30], [31], [32]]. Indeed, islet cholesterol content detection revealed that the islet cholesterol content of B7-H4 cKO mice was significantly increased, whereas B7-H4 overexpression significantly reduced the islet cholesterol content. By comparing the 75 genes in mice with the DEGs in healthy humans with high and low expression of B7-H4 in the GTEx database, we found that Apof is a common gene regulated by B7-H4 in both humans and mice. We verified the downregulated protein levels in islets from B7-H4 cKO mice and upregulated levels in those from B7-H4-overexpressing mice. Moreover, LTIP (lipid transfer inhibitor protein) inhibits the activity of CETP (cholesteryl ester transfer protein) and, via this inhibition, functions to regulate cholesterol transport [53]. The expression and function of Apof in β cells are still unknown. However, other apolipoproteins, such as apolipoprotein A-I, reportedly improve pancreatic β-cell function [33] and protect them from cholesterol-induced mitochondrial damage, restoring their ability to secrete insulin [34]. The overexpression of Apof in the β cells of B7-H4 cKO mice, which have reduced Apof expression, markedly rescued the intolerance of glucose nearly to normal levels, indicating that the downregulation of Apof expression was the main cause of β-cell dysfunction caused by B7-H4 KO.

The initial cephalic phase and postprandial insulin secretion have been reported to be modulated by cytokines such as IL-β and IL-33 [[54], [55], [56]]. Here, we found that many types of cytokines and chemokine receptors were upregulated or downregulated in islets from B7-H4 cKO mice. Cytokines typically function through the downstream JAK-STAT signalling pathway. We confirmed that Stat5 plays a key role in the regulation of insulin secretion by B7-H4 and that inhibiting Stat5 can reverse impaired glucose tolerance and insulin secretion in B7-H4 cKO mice. This effect of Stat5 is achieved by regulating the concentration of islet cholesterol, and Stat5 inhibitors significantly increase the expression of Apof in islets from B7-H4 cKO mice. Stat5 has been reported to be involved in the regulation of cholesterol metabolism [35,57], although the molecular mechanism is not clear. As a transcription factor, Stat5 usually activates the expression of target genes. However, we found that the expression of Apof was upregulated after Stat5 inhibition, which may be related to the indirect role of Stat5 in acting as a cytoplasmic platform for other proteins, as reported previously [57]. Indeed, specific knockout of Stat5 in the liver can upregulate bile acid conversion genes [35].

In this study, we identified the role of B7-H4 in regulating β-cell mass and insulin processing and secretion through cholesterol metabolism in β-cell-specific B7-H4 knockout mice and HFD-fed mice with β-cell-specific B7-H4 overexpression. This is the first *in vivo* evidence showing that B7-H4 plays a physiological role in regulating β-cell mass and insulin secretion, which are modulated by Stat5 signalling. Our findings identify B7-H4 as a regulator of β-cell mass and insulin secretion, and its manipulation in β cells offers a therapeutic opportunity for T2D.

## 5 Limitations of this study

There are still some unanswered questions in our study. First, how does B7-H4 affect Stat5 signaling, and is it related to cytokines? What is the cellular source of these cytokines? Second, how does Stat5 regulate the expression of Apof? Third, although we used two kinds of Cre mice (RIP Cre and Pdx-1Cre) to exclude the effects of transgene and non-specific roles, both Ins2 and Pdx-1genes may be expressed in the hypothalamus, so the influence of B7-H4 in the hypothalamus cannot be excluded. Overall, our study elucidates, for the first time, the physiological function of B7-H4 in regulating insulin secretion through cholesterol metabolism.

## CRediT authorship contribution statement

**Fangzhen Xia:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Ziteng Zhang:** Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Formal analysis. **Zhen Qian:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Formal analysis. **Xiaoyu Fang:** Writing – review & editing, Visualization, Formal analysis. **Junxue Wang:** Writing – review & editing. **Yan Wang:** Writing – review & editing, Visualization. **Guoting Sun:** Writing – review & editing. **Yuefeng Yu:** Writing – review & editing, Visualization. **Ninjian Wang:** Writing – review & editing. **Junke Zhen:** Writing – review & editing, Validation, Methodology, Investigation, Data curation, Conceptualization. **Yan Liu:** Writing – review & editing, Validation, Methodology, Investigation, Data curation, Conceptualization. **Yingli Lu:** Writing – review & editing, Validation, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Data curation, Conceptualization.

## Declaration of competing interest

The authors declare no competing interests.

## Data Availability

Data will be made available on request.

# Supplementary material for: The immune checkpoint molecule B7-H4 regulates β-cell mass and insulin secretion by modulating cholesterol metabolism through Stat5 signalling
**Source:** Mol Metab. 2024 Nov 19;91:102069. doi: 10.1016/j.molmet.2024.102069
**Supplement:** Multimedia component 1

How the deposited data were processed for this re-analysis (not part of the article)

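The data are the processed tables that the authors deposited for islet RNA sequencing, with 16 libraries in 4 groups of 4: Flox and B7-H4 cKO mice on a normal chow diet, and HFD-fed mice 5 weeks after infusion of AAV2/8-Ctrl or AAV2/8-Ins2-B7-H4. The values are FPKM, which the authors calculated before they deposited the tables. The paper does not name the aligner, the counting tool or the genome build, and no read counts, gene lengths or read totals are in the tables. The table of cKO and Flox libraries holds 17361 genes and the table of Ctrl and OE libraries 17318, of which 16815 are in both. Neither table holds a gene with a value of 0 in every library, and Xist is in neither.

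Depth in reads is unknown. The lowest values of a library are multiples of a step that falls as depth rises, and the commonest ratio of these steps between libraries gave relative depths, as a share of the median of their table, between 0.841 and 1.08. Vtcn1 and Apof were also expressed in such steps, up to a factor common to the libraries. No confidence interval from counts could be given for any value.

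The libraries of the paper's heatmaps, 3 per group, were compared first, and all 4 per group second. The cKO libraries were compared with the Flox libraries, and the OE libraries with the Ctrl libraries, in separate models. Genes with a mean of at least 0.5 FPKM over the libraries of a model were tested on log2(FPKM + 0.5) in R 4.3.3 with limma 3.58.1, with empirical Bayes moderation, a variance trend and robust fitting. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds that the paper states. Reversed genes were counted at an adjusted p under 0.05 in both models and opposite signs of the fold change, without a fold minimum. The expected number is the one given by independent calls over the genes tested in both.

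Gene lists were tested in limma with camera at a preset inter-gene correlation of 0.01, two-sided and adjusted within each kind of list over the lists of both comparisons. The mean log2 value of each list was also compared by exact permutation of the libraries. The lists of β-cell maturation, insulin formation and secretion, endocrine cell formation and disallowed genes were read from Fig. 5J, the reversed genes from Fig. 6A, and the labelled genes from Fig. 5B and Fig. 5D. Marker lists of acinar, duct, intestinal, endothelial, fibroblast, macrophage, B-lymphocyte, T-lymphocyte, adipocyte, peripheral neuron, alpha, delta and β cells, and lists of Stat5-response, cholesterol synthesis, cholesterol efflux, circadian clock, glucocorticoid-induced, Y-linked and immediate early genes, were written from general knowledge. The share of a marker list is the sum of its FPKM over the sum of all FPKM of the library.

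All lists, the models, the thresholds and the alternatives were set before the data were examined, apart from those that the closing section names as chosen later. Genes named in the text follow a rule that was set with them. They are the genes that the paper names for islet RNA or protein or that belong to a list, and in each direction and comparison the 5 genes with the largest absolute log2 fold change among those called with both 3 and 4 libraries per group and without overlap of the groups over 4 libraries each. Genes outside this rule are marked as named after their values were seen.

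The alternatives were pseudocounts of 1 and 0.1, every gene with a mean above 0 FPKM, a minimum mean of 1 FPKM, division of each library by a median-of-ratios factor, empirical Bayes without trend and robust fitting, the replicate number as a block, no fold minimum, fry and an estimated inter-gene correlation for the lists, and each library left out in turn. The median-of-ratios factor is the median over genes of the ratio of a library to the geometric mean of the libraries compared, over genes above 0 in all of them. The calling was tested on simulated data with 200 changed genes added to values with the spread of the libraries. All planted changes were larger than the fold change threshold, and the noise was drawn independently for each gene. Variation that many genes share within a group, as acinar RNA gives, was not simulated. The counts therefore do not give the rate of false calls in the real libraries. With the spread of the cKO and Flox libraries 186 of the 200 were called, with 4 false calls. With the spread of the OE and Ctrl libraries 57 were called, with 3 false calls, and with the spread of the OE libraries alone 196. When all values of 1 group were multiplied by 0.7, false calls rose to 90 with the spread of the cKO and Flox libraries, and median-of-ratios scaling brought them to 4.

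GO and KEGG terms were not tested, since the tables carry no annotation of genes with terms. Quantitative PCR, protein, serum and human data of the paper were not analysed here.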

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

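All tests of explanations in this part were chosen after the result was seen. In each group of 4 libraries, a gene or list mean is given here when the highest or lowest library lies so far from the other 3 that the gap exceeds Dixon's 95% critical value. Of 180 groups examined in this way 19 exceeded it, and 9 would do so by chance, so about as many of the following are expected by chance alone. Values are log2(FPKM + 0.5), averaged over the genes of a list.

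Flox17, which the heatmaps do not use, stood apart from the other Flox libraries in the intestinal list (0.89, others -0.025 to 0.063), Tdh (1.07, others -0.86 to -0.77), Slc30a2 (0.55, others -0.42 to -0.31) and Hsph1 (3.61, others 4.85 to 5.08). It also holds signal for genes that the other 7 libraries of its table list at 0, with Clca1 at 8.09, Mptx1 at 15.9, Muc3 at 0.884 and Saa1 at 4.94 FPKM. Of the 9 genes found in Flox17 and in no other library of the table, 3 belong to the intestinal list. The other 12 genes of that list had a mean of 0.482 in Flox17 and between 0.218 and 0.370 in the other 7 libraries. A small amount of RNA from intestine in Flox17 is therefore a candidate explanation for Clca1, Mptx1 and Muc3, while the difference of the other genes of the list is small. No explanation was tested for Saa1, Tdh, Slc30a2 or Hsph1. The depth of Flox17 relative to the other libraries was 1.00. Tdh and Slc30a2 in Flox17 lay towards the cKO libraries, whose lowest values were 3.95 and 2.20 FPKM, against 1.61 and 0.960 FPKM in Flox17.

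Flox16 stood apart in the Y-linked genes, with a mean of -0.97 against 2.29 to 2.96 in the other Flox libraries and 2.16 to 2.41 in the cKO libraries. Ddx3y was at 0.0328 FPKM and Eif2s3y and Uty were listed at 0. The paper does not state the sex of the animals, and Xist is in neither table. All 4 Y-linked genes examined are in the table of cKO and Flox libraries, and 0 are in that of Ctrl and OE libraries. Since genes at 0 in every library are not listed, the sex of the mice may differ between the tables. Over 11750 genes outside the Stat5-response and acinar lists and after median-of-ratios scaling, Flox16 lay nearer to the cKO libraries than to the other Flox libraries, with mean distances of 0.376 and 0.506. This goes with a mislabelled sample, but Flox17 also lay slightly nearer to the cKO libraries (0.451 and 0.470), and both have higher acinar shares (28.0% and 35.5%) than Flox20 (10.9%) and Flox21 (7.55%). Other genes of Flox16 lay with Flox20 and Flox21. Tdh, Slc30a2 and Dbp were at 0.0846, 0.247 and 2.23 FPKM, against 3.95 to 11.0, 2.20 to 3.45 and 19.3 to 23.8 FPKM in the cKO libraries. Tdh and Slc30a2 were picked with Flox16 counted as Flox, and Flox17 held 19.2 FPKM of Dbp, so these values do not decide it. A female Flox mouse and a female cKO mouse under a Flox label both remain open, since no cKO library lacks RNA of the Y-linked genes.

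In the cKO libraries the gaps were small in size. The libraries that stood apart were cKO8 in the macrophage list (1.96, others 1.84 to 1.86), the β-cell list (9.86, others 9.40 to 9.43), Mafa (7.49, others 7.16 to 7.21) and Hsph1 (3.52, others 3.07 to 3.14), cKO9 in the genes labelled in Fig. 5B (-0.34, others -0.65 to -0.61) and Gamt (5.82, others 5.41 to 5.45), and cKO12 in the Stat5-response list (4.39, others 4.33). The acinar share of cKO8 was 36.4%, against 42.7% to 45.6% in the other cKO libraries. No technical or biological explanation was tested for these gaps.

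Ctrl5 stood apart in the T-lymphocyte list (1.72, others -0.83 to -0.48), and Ctrl1 in Prph (-0.65, others -1 to -0.96) and Vip (-0.63, others -1). In Ctrl1 these are 0.135 and 0.147 FPKM, near the lowest values of the table, and the others are at or close to 0. Ctrl5 also had the highest Aif1 (14.7 FPKM, others 0.321 to 3.31) and Il1b (10.5 FPKM, others 0.0727 to 5.55) of the Ctrl libraries. Among the OE libraries, OE4 stood apart in the maturation list (4.41, others 4.57 to 4.60), the duct list (2.63, others 2.72 to 2.74) and the T-lymphocyte list (-0.042, others -0.71 to -0.64), and OE1 in the genes that Fig. 6A draws as lower in cKO islets (3.00, others 3.17). The T-lymphocyte genes in Ctrl5 and OE4 were not tested against any explanation, and immune cells in the islets of these HFD-fed mice remain an untested biological one.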

How the results depend on the processing

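The alternatives in this part were set with the models, except for unadjusted p-values, 4 libraries per group combined with median-of-ratios scaling and the acinar share as a covariate, which were chosen after seeing the data. The value of a gene list is its median log2 fold change relative to the median of all genes tested, unless another is named. The cause was not tested for any of the changes in this part, apart from those that follow from the number of libraries or genes tested.

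Tdh, Smim38, Slc30a2, Slc38a5, Gamt, Nfil3, Piga, Hsph1 and Ghrl kept their direction and an adjusted p under 0.05 under every alternative that was planned. With 4 libraries per group combined with median-of-ratios scaling, the limma adjusted p-values of Smim38, Slc38a5 and Gamt were 0.068, 0.053 and 0.0693. With 4 libraries per group and the acinar share as a covariate, chosen after seeing the data, 0 genes had a limma adjusted p under 0.05 in cKO islets. None of the genes named here for cKO islets kept it in that fit. The log2 fold change was 3.66 to 4.02 for Tdh and 3.93 to 4.22 for Ghrl over the fits that each left out 1 library. The number of Fig. 6A genes that changed as drawn in both comparisons stayed within 1.5 times of 58, from 51 without Ctrl5 to 64 with all 4 libraries per group. Both comparisons of the cholesterol efflux list, the adipocyte list in cKO islets and the endocrine, Stat5-response and glucocorticoid-induced lists in OE islets kept their direction and their side of the threshold under the alternatives that were planned. Of these lists only the endocrine and Stat5-response lists were examined with the acinar share as a covariate. Of the 184 values of named genes under alternatives that kept the 6 libraries or used all 8, 14 were weaker, 1 was stronger and 2 changed sign. The ones that changed sign were Ins1 (0.20) and Mafa (0.081) in cKO islets under median-of-ratios scaling.

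With all 4 libraries per group, 155 genes were called in cKO islets, 40 higher and 115 lower, against 699, 153 and 546 with 3. The maturation list changed sign to 0.11, the intestinal list to -0.38 and the cholesterol synthesis list to -0.093. The disallowed list (0.21) was no longer under an adjusted p of 0.05 and the immediate early genes (0.32) came under it. In OE islets the maturation list (0.49) was no longer under that threshold, the cholesterol synthesis list (0.077) came under it and the immediate early genes changed sign to 0.0029. Spearman's rho between the comparisons was -0.338, against -0.377.

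A pseudocount of 0.1 gave 1095 calls in cKO islets, 905 of them lower, and a pseudocount of 1 gave 348 lower. With 0.1 the maturation list (0.044) and the delta-cell list (0.044) changed sign in cKO islets, and rho was -0.311 over all genes and -0.130 over the genes of Fig. 5J. With a pseudocount of 1 the immediate early genes changed sign in cKO (-0.011) and OE islets (0.016), and rho was -0.451 and -0.364.

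Median-of-ratios scaling gave 230 calls in cKO islets, 21 of them lower, and 1 call in OE islets, which was higher. The maturation list (0.054) and the delta-cell list (0.056) changed sign in cKO islets, and the disallowed list (0.32) and the Y-linked genes (1.03) were no longer under an adjusted p of 0.05. The same loss was seen in OE islets for the lists of maturation (0.64), acinar (-1.66), duct (-1.42), intestinal (0.53), T-lymphocyte (-1.25), adipocyte (-0.61), peripheral neuron (1.57) and clock genes (0.48). Over all genes rho was -0.321, and over those of Fig. 5J it was -0.139. Combined with all 4 libraries per group, this scaling left 36 calls in cKO islets, 26 higher and 10 lower, and rho was -0.296 and -0.167. The maturation list changed sign in cKO islets (0.15), and the disallowed list in cKO islets (0.14) and the maturation list in OE islets (0.39) were no longer under the threshold.

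When every gene with a mean above 0 FPKM was tested, 2 genes were called in OE islets, both higher, and rho was -0.589 over all genes and -0.379 over those of Fig. 5J. In cKO islets the disallowed list (0.12) lost its adjusted p under 0.05 and the intestinal list (0.33) gained one. The peripheral neuron list (0.52), the immediate early genes (-0.13) and the cholesterol synthesis list (-0.069) changed sign there. In OE islets the maturation (0.88) and adipocyte (-0.41) lists lost it, the cholesterol synthesis list (0.29) gained it and the immediate early genes (0.16) changed sign. This filter adds low-value genes to the test. A minimum mean of 1 FPKM gave 7 calls in OE islets, with 1 of them lower. In cKO islets it changed the sign of the maturation (0.014) and delta-cell (0.035) lists and brought the immediate early genes (0.033) under the threshold, and in OE islets the intestinal list (0.52) lost it. Empirical Bayes without trend and robust fitting gave 2 calls in OE islets, both higher.

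Without a fold minimum 7800 genes had an adjusted p under 0.05 in cKO islets, 316 higher and 7484 lower. At an unadjusted p under 0.05 with the fold minimum kept, 1487 genes passed for OE vs Ctrl, 1378 higher and 109 lower, and without a fold minimum 1125 were reversed, or 210 with an absolute log2 fold change over 1 in both comparisons. Unadjusted p-values with median-of-ratios scaling gave 388 genes for cKO vs Flox, 333 higher and 55 lower, 436 for OE vs Ctrl, 318 of them lower and the rest (1.2e+02 when rounded) higher, and 622 reversed, or 33 with that fold minimum and 7 with it and all 4 libraries per group.

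With the acinar share of each library as a covariate, 392 genes were called for cKO vs Flox, 159 higher and 233 lower, and 472 for OE vs Ctrl, 71 higher and 401 lower. In this fit 15 genes were reversed, and rho was -0.0533 over all genes and -0.0263 over those of Fig. 5J. With all 4 libraries per group the covariate left 0 calls in cKO islets (39 higher and 11 lower at an unadjusted p under 0.05) and 253 in OE islets, 49 higher and 204 lower. There 0 genes were reversed (133 at an unadjusted p under 0.05), and rho was -0.0998 over all genes and changed sign to 0.0497 over those of Fig. 5J. In OE islets the covariate turned the median log2 fold change of the endocrine list from 1.21 to -0.242. With all 4 libraries per group it went from 0.80 to -0.181. The maturation and insulin lists stayed higher in OE islets, at 0.354 and 0.268 with the covariate and 1.38 and 1.47 without it. With all 4 libraries per group these were 0.0925 and 0.248 with it and 0.93 and 1.10 without it. The acinar share differs between the cKO and Flox libraries, so the covariate also takes out a part of any difference between these groups.

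The deposited labels give the groups the same replicate numbers, and these were used as a replicate block with all 4 libraries per group. This gave 268 calls in cKO islets, 166 of them lower, and rho was -0.338. The lists that changed sign in cKO islets were maturation (0.11), intestinal (-0.38) and cholesterol synthesis (-0.093), and the immediate early genes did so in OE islets (0.0029). The insulin (-0.25) and glucocorticoid-induced (-0.29) lists in cKO islets and the alpha-cell (0.51) and delta-cell (1.38) lists in OE islets came under an adjusted p of 0.05, and the disallowed list (0.21) in cKO islets did not stay under it. After removal of each group's mean, the correlation between libraries with the same number was -0.19, 0.12, -0.012 and -0.21 for cKO and Flox and -0.13, -0.099, -0.020 and 0.10 for OE and Ctrl. The numbers therefore gave no sign that the libraries are paired.

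In fry, which tests the change of a list itself and so takes its median log2 fold change, the lists of maturation (-0.52), insulin (-0.70), endocrine (-0.65), macrophage (-0.70), alpha-cell (-0.78) and β-cell genes (-0.73) came under an adjusted p of 0.05 in cKO islets. The acinar (1.88), Y-linked (0.55), Stat5-response (1.07) and clock (0.098) lists did not stay under it. The sign differed from the relative value for the lists of disallowed (-0.080), duct (-0.044), intestinal (-0.35), immediate early (-0.50) and cholesterol synthesis genes (-0.43), since the median of all genes is not subtracted. For OE islets fry gave no adjusted p under 0.05 for the lists of maturation (1.38), insulin (1.47), disallowed (-0.72), acinar (-0.83), duct (-0.62), intestinal (1.37), fibroblast (-0.97), macrophage (-0.088), T-lymphocyte (-0.999), peripheral neuron (2.27), β-cell (1.56) and clock genes (1.20). Its sign differed for endothelial (0.40), adipocyte (0.032) and immediate early genes (0.59).

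Camera with an estimated inter-gene correlation leaves the values as they are and changes the p-values. No list that had an adjusted p under 0.05 with the preset correlation kept it. In cKO islets these were the lists of disallowed (0.43), acinar (2.39), duct (0.47), endothelial (-0.36), Y-linked (1.06), Stat5-response (1.58) and clock genes (0.61). In OE islets they were maturation (0.72), insulin (0.81), disallowed (-1.38), acinar (-1.49), duct (-1.28), intestinal (0.72), fibroblast (-1.63), macrophage (-0.75), T-lymphocyte (-1.66), adipocyte (-0.63), peripheral neuron (1.61), β-cell (0.90) and clock genes (0.55).

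Across the fits that each left out 1 library, the calls in cKO islets ran from 367 (without Flox21) to 1616 (without Flox16), the higher ones from 101 (without Flox20) to 282 (without Flox16) and the lower ones from 254 (without Flox21) to 1334 (without Flox16). In OE islets they ran from 2 to 7447, with 2 to 7168 higher and 0 to 279 lower, and the upper ends are the fit without Ctrl5. The reversed genes ran from 0 to 6901, again without Ctrl5.

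For the lists in cKO islets the lower end was without Flox20 and the upper end without Flox16 for maturation (-0.089 to 0.092), endothelial (-0.48 to -0.28), alpha-cell (-0.36 to 0.040) and delta-cell genes (-0.12 to 0.21). The lower end was without Flox16 for intestinal genes (-0.057, to 0.28 without Flox20), Y-linked genes (-0.15, to 1.68 without Flox21), immediate early genes (-0.49, to 0.27 without Flox20), cholesterol synthesis genes (-0.059, to 0.15 without Flox21) and peripheral neuron genes (-0.0093, to 0.40 without cKO9, over 4 fits). The insulin list ran from -0.26 without cKO12 to -0.12 without Flox21, and the fibroblast list from -0.14 without cKO12 to 0.00086 without cKO9. Without Flox16 the Stat5-response list rose from 1.58 to 2.30, and without Flox21 it fell to 1.19. The cholesterol efflux list fell from -0.14 to -0.40 without Flox16 and was -0.0076, close to no change, without Flox20. The adipocyte list ran from -1.01 without Flox16 to -0.28 without Flox20.

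In OE islets the lower end was without Ctrl3 for maturation (0.31, to 0.95 without Ctrl2), peripheral neuron (1.03, to 1.79 without Ctrl2), β-cell (0.50, to 1.23 without Ctrl2), alpha-cell (0.22, to 1.51 without Ctrl5), delta-cell (0.45, to 2.53 without Ctrl5) and clock genes (0.30, to 0.65 without Ctrl5). It was without Ctrl5 for acinar (-3.73, to -0.11 without Ctrl3), duct (-2.47, to -0.33 without Ctrl3), intestinal (0.22, to 0.98 without OE2) and cholesterol synthesis genes (-0.13, to 0.20 without Ctrl3). Without Ctrl2 it was lowest for endothelial (-0.70, to 0.30 without Ctrl5), macrophage (-1.19, to -0.27 without Ctrl5), adipocyte (-0.81, to -0.54 without Ctrl3) and immediate early genes (-0.57, to 0.34 without OE1).

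The B-lymphocyte list in both comparisons, the T-lymphocyte list in cKO islets and the Y-linked list in OE islets gave no value with a minimum mean of 0.5 FPKM, because fewer than 2 of their genes passed it or are in the table. When every gene with a mean above 0 FPKM was tested, the B-lymphocyte list had 0.34 in cKO islets (camera adjusted p = 0.28) and -0.46 in OE islets (0.0162), and the T-lymphocyte list had 0.34 in cKO islets (0.0313). GO and KEGG terms were not run under any alternative, since the tables hold no annotation. The number of reads is unknown, and in steps of the lowest value Vtcn1 in cKO and Flox islets lies between 1 and 11, so no setting can resolve a difference in it.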

Differences from the paper's values

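No test in this part was chosen to approach a value of the paper. The paper reports 133 downregulated genes between B7-H4 cKO and Flox mice, and 546 were downregulated here. Among the alternatives set before the data were examined, all 4 libraries per group gave 115 and all 4 libraries with the replicate block gave 166, both within 1.5 times the paper's value. The same settings gave 40 and 102 upregulated genes, more than 1.5 times from the paper's 202, and no alternative came within 1.5 times of both counts. The gap stayed open under pseudocounts of 1 and 0.1, both filters on low values, median-of-ratios scaling (21), empirical Bayes without trend, no fold minimum and each library left out in turn (254 to 1334). The paper's 202 upregulated genes and the 153 found with 3 libraries per group differ by less than 1.5 times.

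For AAV2/8-Ins2-B7-H4 and AAV2/8-Ctrl mice the paper reports 182 upregulated and 520 downregulated genes, and 4 and 0 were found here, with 1378 and 109 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed either gap. They gave 1 to 6 upregulated and 0 to 1 downregulated genes, apart from the fit without Ctrl5, with 7168 and 279. In that fit the downregulated genes lie between the 0 found here and the paper's 520. Unadjusted p-values, chosen after seeing the values, gave 1378 upregulated and 109 downregulated genes and, with median-of-ratios scaling, 436 genes for OE vs Ctrl, of which 318 were downregulated and the rest upregulated. None of these counts closed a gap, since each is more than 1.5 times from the paper's. The acinar share of each library as a covariate, chosen after seeing the values, gave 401 downregulated genes, within 1.5 times the paper's 520, and 71 upregulated genes, and with all 4 libraries per group 204 and 49. In the cKO comparison the same covariate, also chosen after seeing the values, gave 159 upregulated and 233 downregulated genes, and 0 and 0 with all 4 libraries per group (39 and 11 at an unadjusted p under 0.05).

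The paper reports 75 reversed genes, and 0 were found here, with 1125 at an unadjusted p under 0.05 in both comparisons. None of the alternatives set before the data were examined closed the gap. All of them gave 0, apart from the fits without cKO12 (1) and without Ctrl5 (6901). The acinar share as a covariate, chosen after seeing the values, gave 15 and did not close it. An unadjusted p under 0.05 and an absolute log2 fold change over 1 in both comparisons, chosen after seeing the values, gave 210, and 33 with median-of-ratios scaling, on either side of the paper's 75 and more than 1.5 times from it.

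Fig. 5B gives about 760 lower and about 650 higher genes at a q under 0.05, read by eye, and 7484 and 316 had an adjusted p under 0.05 here. For the higher genes median-of-ratios scaling gave 561 and the fit without Flox16 gave 633, both within 1.5 times the paper's value, and for the lower genes none of the alternatives set before the data were examined closed the gap, with 317 after that scaling, 1511 with all 4 libraries per group and 4704 to 8988 with each library left out in turn. Fig. 5D gives about 840 lower and about 610 higher genes, read by eye, against 0 and 4 here, and none of the alternatives set before the data were examined closed either gap. The fit without Ctrl5 gave 380 lower and 9525 higher genes, and those without another library gave 0 and 2.

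The volcano plot of cKO and Flox islets labels Clca1, Mptx1, Muc3 and Saa1 among the lower genes. In the libraries that the heatmaps name these genes are listed at 0, and among the deposited libraries of this comparison they have values in Flox17 alone. With an adjusted p under 0.05, 1 of the 20 labelled genes (Tdh) was found in the cKO comparison and 1 of 20 (Vtcn1) in the OE comparison, with 3 or with 4 libraries per group. When every gene with a mean above 0 FPKM was tested, 7 labelled genes of the cKO comparison had an adjusted p under 0.05 (Tdh, Popdc3, Tshb, H1f9, Ces3a, Trim58 and Mab21l3), and Tdh alone passed the fold change threshold. A pseudocount of 0.1, empirical Bayes without trend and robust fitting, and the fit without Flox16 each called Tdh, Slpi and S100a8. In the OE comparison the fit without Ctrl5 called 8 of 20 (Vtcn1, Apoa4, Prap1, Defa24, Smoc2, Cxcl14, Itih4 and Amy2a2), and median-of-ratios scaling called 0. The acinar share as a covariate, chosen after seeing the values, also called Slpi as higher in cKO islets and Cxcl14 as lower in OE islets with 3 libraries per group, and with 4 it called 0 and 1 (Vtcn1). With a minimum mean of 1 FPKM, Smoc2, which Fig. 5D labels, was also called (log2 fold change -2.26).

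The paper describes genes of β-cell maturation, insulin formation and secretion and endocrine cell formation as rescued by B7-H4 overexpression in HFD-fed mice. Here 0 of these genes had an adjusted p under 0.05 over all genes, and the insulin list means of the OE libraries (7.07 to 7.18) lay near those of Ctrl5 (7.10) and Ctrl1 (7.20), while their maturation list means (4.41 to 4.60) lay below those of Ctrl5 (4.65) and Ctrl1 (4.74). The paper describes Apof as regulated by B7-H4. Its adjusted p was 0.391 in the OE comparison, and in the cKO comparison it was 0.044 with all 4 libraries per group and not available with 3, where its mean was under 0.5 FPKM.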

Other observations

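The tests of sequencing depth and of other groupings of the libraries were planned ahead, and the other tests in this part were chosen after the result was seen.

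More genes were lower than higher in cKO than in Flox islets. A difference in depth is argued against, since the log2 ratio of the mean relative depths of cKO and Flox libraries was -0.0991, far smaller than the median log2 fold change of -0.51. RNA of acinar cells takes a larger share of the cKO libraries, and the share of β-cell markers is smaller (26.3% ± 0.832, SD, n = 3, against 47.7% ± 9.74, SD, n = 3). A candidate explanation is that acinar transcripts lower the FPKM of the other genes. Flox16 and Flox17, which hold more acinar RNA, had a median log2 difference of these genes from Flox20 and Flox21 of -0.391, where the acinar shares alone give -0.414. Flox16 may be mislabelled, as given below, but Ctrl2 and Ctrl3 also differed from Ctrl1 and Ctrl5 by -1.39, where the shares give -1.51. For cKO and Flox the values were -0.514 and -0.599 with 3 libraries per group and -0.342 and -0.454 with 4. FPKM is relative to the whole library, so these values do not show whether acinar RNA rose or RNA of the islets fell. The 21 genes downregulated after median-of-ratios scaling, against 546 without it, decide nothing here, since that scaling removes a common shift of any cause. All 18 acinar genes had a higher mean log2 value in cKO islets, but the libraries overlap, with Cela1 at 24170 to 36082 FPKM in the 4 cKO and 4154 to 28175 FPKM in the 4 Flox libraries, and Prss2 at 23138 to 30112 and 4387 to 23335 FPKM. Whether the acinar share differs through islet preparation or through the knockout remains open, since it goes with the groups.

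Of the 10 splits of the 6 cKO and Flox libraries into groups of 3, 1 gave as many genes as the real one, which is the real one itself, and 10 splits cannot give a share under 0.1. With 4 libraries per group 1 of 35 splits gave as many. The next largest count, 141 genes against 155, came from the split that exchanges Flox17 and cKO8, and that split had 6173 genes with an adjusted p under 0.05 against 1631. Its acinar shares differ by 21.6 percentage points, against 22.0 in the real split. Of the 10 splits of the 6 OE and Ctrl libraries, 4 gave as many genes as the real one, and the splits that join Ctrl2 and Ctrl3 with 1 OE library gave 134, 124 and 99 genes against 4, with acinar shares 39.3, 37.6 and 38.3 percentage points apart. With all 8 libraries 1 of 35 splits gave as many. For the reversed genes all 100 pairs of splits gave at least the 0 found (1125 at an unadjusted p under 0.05), which decides nothing because no pair can give fewer, and 3 pairs gave at least 1. For rho 6 of 100 pairs of splits gave a value as far from 0.

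The opposite fold changes of the comparisons may come from acinar RNA in both. With the acinar share as a covariate, rho over all 4 libraries per group was -0.0998, against -0.338 without it. The distances between groups do not decide this. The cKO libraries were nearer to the Ctrl than to the OE libraries by 0.0840 before the median difference of each pair of groups was removed and by 0.00683 after it, and that removal takes out a common shift of any cause. By the Spearman correlation of the group means the cKO libraries were nearer to the OE libraries (0.937) than to the Ctrl libraries (0.924). For the Flox libraries, which were nearer to the OE than to the Ctrl libraries by 0.456 before and 0.188 after, a part of the difference remained. These tests do not separate acinar RNA from other changes that go with it.

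The insulin list of the OE libraries lay at the level of Ctrl1 and Ctrl5, the Ctrl libraries with little acinar RNA, with a mean difference of -0.0096, and 2.13 above Ctrl2 and Ctrl3. For the maturation list these differences were -0.148 and 1.70, and for the endocrine list, for which Ctrl1 and Ctrl5 lay above every OE library, they were -0.508 and 2.08. Acinar RNA in part of the Ctrl libraries is thus a candidate explanation for the increase of these lists. Ctrl1 and Ctrl5 lay on either side of the OE libraries for the insulin genes, however. Ins1 was at 99500 FPKM in Ctrl1, 68256 FPKM in Ctrl5 and 81437 to 97453 FPKM in the OE libraries. Ins2 was at 253857, 181782 and 225914 to 250535 FPKM. The insulin list also holds Gcg, and alpha-cell markers took 13.6% of Ctrl5, so its mean in Ctrl5 is not from β cells alone. In cKO islets the median log2 fold change of the insulin list was 0.0531 with the acinar share as a covariate and all 4 libraries per group, and -0.59 without it (0.0192 and -0.70 with 3 libraries per group). For the endocrine list these values were -0.0172 and -0.42 (-0.278 and -0.65), so a part remained with 3 libraries. The maturation list kept its size with 3 libraries (-0.534, and -0.52 without the covariate) and changed sign with 4 (0.357 and -0.23), so for this list acinar RNA and other changes cannot be told apart. Within these groups the acinar share varies mainly between Flox16 and Flox17 and the other Flox libraries, so the covariate rests on few libraries. A change of β cells in number or state that goes with the acinar share remains open and was not tested.

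The disallowed list did not follow the acinar share. Its OE mean lay 0.506 below that of Ctrl1 and Ctrl5 (difference -0.506) and 0.301 below that of Ctrl2 and Ctrl3 (difference -0.301), so acinar RNA in some Ctrl libraries is argued against. The fibroblast list was also lower in OE islets (relative change -1.05, camera adjusted p = 5.41e-12 over 4 libraries per group, 9 of 10 genes lower), with an exact permutation p of 0.0857 for its mean. An effect of B7-H4 on disallowed genes and less RNA of fibroblasts, which express such genes, cannot be told apart here. The fibroblast means of the groups overlap, with OE4 at 1.73 above Ctrl1 at 1.68 and Ctrl2 at 1.58, while those of the disallowed list do not, and a single library is too few to exclude fibroblast RNA. Dcn was at 15.7, 37.4 and 12.2 FPKM in Ctrl2, Ctrl3 and Ctrl5 and at 2.93 FPKM in Ctrl1, and at 2.18 to 6.56 FPKM in the OE libraries.

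Genes that respond to Stat5 were higher in cKO islets as a list, with a relative change of 1.58 (camera adjusted p = 1e-13, 12 of 14 genes higher). With 4 libraries per group it was 1.61 (adjusted p = 2.53e-19), and the exact permutation p-values of the list mean were 0.4 and 0.143. With 3 libraries per group 0 of its genes were higher at a limma adjusted p under 0.05, and the 2 that passed were lower. With 4 libraries 0 passed. In OE islets the relative change was 0.092 (adjusted p = 0.861). The list mean was 4.65 in Flox16 and between 1.54 and 2.19 in the other Flox libraries, against 4.34 on average in the cKO libraries. Tph1 was at 112 FPKM in Flox16, between 0.0318 and 0.0885 FPKM in the other Flox libraries and between 116 and 150 FPKM in the cKO libraries, and Lrrc55 and Matn2 had the same pattern. Acinar RNA alone is argued against, as the mean of Ctrl2 and Ctrl3 was 1.18. With the acinar share as a covariate, the median log2 fold change of the list in cKO islets changed sign in the libraries of the heatmaps (-1.76, and 1.07 without it). Over all 4 libraries per group it did not (1.15, and 1.27 without it). The covariate rests on few libraries, Flox16 among them, so the change of sign decides nothing. Sex is also argued against, as the cKO libraries hold RNA of Y-linked genes (mean 2.25). Loss of B7-H4 and the Cre transgene cannot be told apart for these genes, because all cKO mice carry both and no library comes from a mouse with the transgene and an intact gene. The insulin promoter Cre line may carry a growth hormone sequence, which the tables cannot show. Flox16 lay nearer to the cKO libraries (0.376) than to the other Flox libraries (0.506) over genes outside this list and the acinar list, which goes with a mislabelled sample. Tdh and Slc30a2 of Flox16 (0.0846 and 0.247 FPKM) lay far below the cKO libraries, whose lowest values were 3.95 and 2.20 FPKM. These genes were picked with Flox16 counted as Flox, so they do not decide it. Hormones that activate Stat5 in that animal, in which RNA of Y-linked genes is near 0, also remain open and untested. In the fit without Flox16, 1616 genes were called, against 699.

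A score of circadian clock genes was 0.72, 0.06 and 1.00 in Flox16, Flox20 and Flox21, between -2.07 and -1.58 in the cKO libraries and -2.45 in Flox17. Its exact permutation p over 4 libraries per group was 0.143. Dbp was at 19.2 FPKM in Flox17, 2.23 to 4.61 FPKM in the other Flox libraries and 19.3 to 23.8 FPKM in the cKO libraries. A different time of islet collection for these Flox libraries and an effect of B7-H4 loss cannot be told apart, because a single Flox library lies with the cKO libraries and collection times are not given. The clock list had relative changes of 0.61 in cKO and 0.55 in OE islets (camera adjusted p = 6.94e-06 and 0.0301), with exact permutation p-values of 0.9 and 0.2. Glucocorticoid-induced genes had -0.33 and 0.49 (adjusted p = 0.861 and 0.671), with an exact permutation p of 0.0286 in cKO islets over 4 libraries per group.

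RNA from ganglia is a candidate explanation for the increase of Prph and Vip in OE islets. The other genes of the peripheral neuron list were higher in every OE library (0.36 to 0.63) than in every Ctrl library (-0.62 to 0.14), with an exact permutation p of 0.0286, the smallest possible. In Flox and cKO islets Prph and Vip varied within groups, up to 1.98 and 5.28 FPKM in cKO12 and 0.723 and 5.23 FPKM in Flox21. Intestinal genes were also higher in OE islets (relative change 0.72, camera adjusted p = 0.00244, exact permutation p = 0.1, and 0.0286 over 4 libraries per group), with Fabp1 at 4.09, 0.228, 4.08 and 3.04 FPKM in OE1 to OE4. Ghrl was at 8.55 FPKM in OE2, whose intestinal mean was 0.039 against 0.64 to 1.00 in the other OE libraries. Ghrl also varied without the virus, at 7.62 FPKM in cKO12, whose intestinal mean was 0.049, 0.292 to 0.842 FPKM in the other cKO libraries and 4.69 FPKM in Flox17, whose intestinal mean was 0.89. RNA from intestine and a change of Ghrl in the islets cannot be told apart here, since OE2 and cKO12 are single libraries of their groups. Carry-over of tissue near the pancreas and an effect of the virus or of B7-H4 remain open.

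Cholesterol synthesis genes had a relative change of 0.080 in cKO islets (median -0.43, 20 of 20 genes lower, camera adjusted p = 0.861, exact permutation p = 0.2). In OE islets it was 0.073 (median 0.73, 19 of 19 genes higher, adjusted p = 0.277, exact permutation p = 0.1), and 0.077 with 4 libraries per group (adjusted p = 0.0268, exact permutation p = 0.0286). After median-of-ratios scaling 9 of 20 genes were lower in cKO and 10 of 19 higher in OE islets.

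The remaining lists are given as relative change with camera adjusted p in cKO and then in OE islets. Acinar genes had 2.39 (3.1e-37, 18 of 18 higher) and -1.49 (4.75e-14, 18 of 18 lower), duct genes 0.47 (1.79e-05) and -1.28 (0.000799), and intestinal genes in cKO islets 0.17 (0.853). Endothelial genes had -0.36 (0.0116, 9 of 9 lower) and -0.26 (0.611), fibroblast genes in cKO islets -0.043 (0.853), macrophage genes -0.19 (0.611) and -0.75 (3.87e-06), T-lymphocyte genes in OE islets -1.66 (3.65e-07, 4 of 4 lower) and adipocyte genes -0.91 (0.75) and -0.63 (0.0152). Alpha-cell genes had -0.26 (0.69) and 0.66 (0.169), delta-cell genes -0.0082 (0.91) and 1.55 (0.329), and β-cell genes -0.22 (0.516) and 0.90 (0.000799, 10 of 10 higher). The β-cell list shares 5 genes with the insulin list and 2 with the maturation list. Peripheral neuron genes had -0.19 (0.91) and 1.61 (0.00835), where Prph is 1 of the 3 genes tested in OE islets, Y-linked genes 1.06 (0.00102) and immediate early genes 0.017 (0.0822) and -0.066 (0.291). The exact permutation p-values of the acinar, duct, T-lymphocyte and β-cell list means in OE islets were 0.7, 0.4, 0.4 and 0.1. Over all 4 libraries per group those of the duct, macrophage and adipocyte list means in OE islets were 0.657, 0.686 and 0.429. That of the Y-linked list mean in cKO islets was 0.971 over 4 libraries per group. The acinar, duct and endothelial list means in cKO islets and the peripheral neuron list mean in OE islets gave 0.1 with 3 libraries per group.

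Genes that the paper measures by other methods were read in the same libraries. Stat5a was at 1.91, 3.39 and 3.45 FPKM in Flox16, Flox20 and Flox21 and at 1.72, 2.39 and 1.60 FPKM in cKO9, cKO12 and cKO38. Flox17 held 1.34 FPKM of it, less than every cKO library, and cKO8 held 2.30 FPKM. Ccl17 and Il6 were at or under 0.0896 and 0.0275 FPKM in all 16 libraries, so changes in them cannot be read from these data. Ccl2 was at 0.474, 0.819 and 0.233 FPKM in Flox16, Flox20 and Flox21 and at 0.0412, 0.161 and 0.0425 FPKM in cKO9, cKO12 and cKO38. It was listed at 0 in Flox17 and at 0.0820 FPKM in cKO8. Bax was at 28.9, 38.9 and 41.6 FPKM in the same Flox and at 18.8, 24.6 and 18.9 FPKM in the same cKO libraries, with 23.1 FPKM in Flox17 and 24.4 FPKM in cKO8.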
